# The conjugated antimetabolite 5-FdU-ECyd and its cellular and molecular effects on platinum-sensitive vs. -resistant ovarian cancer cells *in vitro*

**DOI:** 10.18632/oncotarget.20260

**Published:** 2017-08-14

**Authors:** Sarah Schott, Pauline Wimberger, Barbara Klink, Konrad Grützmann, Julian Puppe, Ulrike Sophie Wauer, Daniel Martin Klotz, Evelin Schröck, Jan Dominik Kuhlmann

**Keywords:** ovarian cancer, 5-FdU-ECyd, duplex-prodrugs, TAS106, platinum-resistance

## Abstract

**Background:**

Resistance to platinum-based chemotherapy is a clinical challenge in the treatment of ovarian cancer (OC) and limits survival. Therefore, innovative drugs against platinum-resistance are urgently needed. Our therapeutic concept is based on the conjugation of two chemotherapeutic compounds to a monotherapeutic pro-drug, which is taken up by cancer cells and cleaved into active cytostatic metabolites. We explore the activity of the duplex-prodrug 5-FdU-ECyd, covalently linking 2'-deoxy-5-fluorouridine (5-FdU) and 3'-C-ethynylcytidine (ECyd), on platinum-resistant OC cells.

**Methods:**

*In vitro* assays and RNA-Sequencing were applied for characterization of 5-FdU-ECyd treated platinum-sensitive A2780 and isogenic platinum-resistant A2780cis and independent platinum-resistant Skov-3-IP OC cells.

**Results:**

Nano molar 5-FdU-ECyd concentrations induced a rapid dose-dependent decline of cell viability in platinum-sensitive and -resistant OC cells. The effect of 5-FdU-ECyd was accompanied by the formation of DNA double strand breaks and apoptosis induction, indicated by a strong increase of pro-apoptotic molecular markers. Moreover, 5-FdU-ECyd efficiently decreased migration of platinum-resistant OC cells and inhibited clonogenic or spheroidal growth. Transcriptome analysis showed early up-regulation of *CDKN1A* and *c-Fos* in both, platinum-resistant and -sensitive cells after 5-FdU-ECyd treatment and de-regulation of distinct cellular pathways involved in cell cycle regulation, apoptosis, DNA-damage response and RNA-metabolism. Combined treatment of 5-FdU-ECyd and cisplatin did not show a synergistic cellular response, suggesting the potential use of 5-FdU-ECyd as a monotherapeutic agent.

**Conclusion:**

Our data provide novel mechanistic insight into the anti-tumor effect of 5-FdU-ECyd and we hypothesize that this duplex-prodrug could be a promising therapeutic option for OC patients with resistance to platinum-based chemotherapy.

## INTRODUCTION

Ovarian cancer (OC) is the leading cause of death among female gynecologic malignancies. Its mortality rate has changed only marginally over the past 30 years with a 5-year survival rate of <45 % [1]. Unfortunately, the majority of all OC patients (approx. 70 %) already present with advanced disease. In such cases, the 5-year survival rate reaches less than 20 %, due to limited therapeutic options [2, 3]. Standard treatment of OC constitutes primary tumor surgery, aiming at complete macroscopic tumor resection, followed by subsequent platinum- and paclitaxel-based chemotherapy [4]. Despite improved primary radical surgery and the implementation of innovative targeted therapy into standard treatment, such as antiangiogenetic therapy with bevacizumab or PARP-inhibitors, more than 50 % of patients suffer from recurrent disease, resulting in dismal overall prognosis [5–7]. Primary resistance to platinum-based chemotherapy, with a clinically relevant relapse within 6 months after a platin-based treatment, is observed in about 15-20 % of patients. In addition to residual postoperative tumor load as one of the most important prognostic factors, platinum-resistance, either among first line treatment or among recurrent disease, constitutes one of the most prominent clinical challenges for OC [8, 9]. Currently, neither predictive biomarkers nor adequate therapeutic concepts for patients, suffering from platinum-resistant OC, exist. Therefore, the development of innovative therapies for OC patients is urgently needed.

Our developed concept to improve polychemotherapeutic regimes aims at reversible covalent conjugation of two synergistic or additive antimetabolites, resulting in a monotherapeutic duplex-prodrug, which is metabolized into active cytotoxic compounds in tumor cells. The duplex-prodrug, investigated herein, is composed of the antimetabolites 2'-deoxy-5-fluorouridine (5-FdU) and 3'-C-ethynylcytidine (ECyd), which are covalently linked via a neutral 3'→5' diester bonding, resulting in the hetero-dinucleosidephosphate analogue 5-FdU-ECyd [10]. Intracellular metabolization of the duplex-prodrug 5-FdU-ECyd results in active cytostatic compounds that simultaneously inhibit DNA and RNA synthesis [11]. The antitumor potential of 5-FdU-ECyd is mainly based on the highly cytotoxic activity of the ECyd compound. 5-FdU is assumed to modulate the sensitivity and resistance of tumor cells [11]. Our previous studies have shown a very high nano molar efficacy of 5-FdU-ECyd in several cancer entities *in vitro* or *in vivo*, such as in hepatoblastoma, melanoma, gastric or cervical cancer [11–15]. This prodrug concept encompasses the benefits of a polychemotherapeutic regime, while avoiding typical disadvantages of single compounds, such as side effects due to higher dosing, drug resistance or premature drug metabolic breakdown. Beside some preliminary investigations [11], only very little is known about its efficacy and mechanism of action in OC cells, especially, with regard to platinum-resistance.

Therefore, the objective of the current study was to systematically characterize the effect of 5-FdU-ECyd in platinum-sensitive and platinum-resistant OC cells on a cellular and molecular level, in order to assess its potential use as a therapeutic agent for platinum-resistant OC patients.

## RESULTS

### 5-FdU-ECyd induces apoptosis and autophagy in platinum-sensitive and platinum-resistant ovarian cancer cells

In order to study the effect of FdU-ECyd on platinum-resistant OC *in vitro*, we took advantage of isogenic platinum-sensitive and platinum-resistant OC cells and highly malignant platinum-resistant Skov-3-IP cells for independent validation. In platinum-sensitive A2780 cells, cisplatin induced a dose-dependent reduction in cell viability with a half maximal inhibitory concentration (IC_50_) of 3.81 μM. A2780cis and Skov-3-IP cells responded less to cisplatin with an IC_50_ of 12.40 μM and 12.75 μM, respectively; confirming their resistant phenotype (Figure 1A).

**Figure 1:**
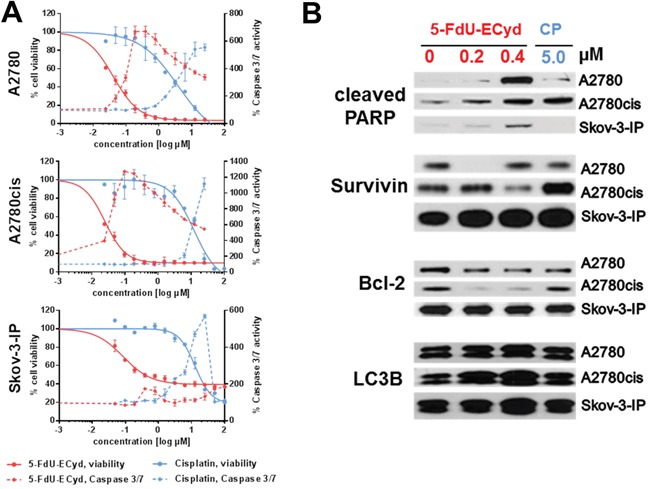
The activity of 5-FdU-ECyd in platinum-sensitive and platinum-resistant ovarian cancer cells **(A)** The figure shows viability dose-response curves (continuous lines) and caspase 3/7 activity (dashed line) in platinum-sensitive A2780 cells and platinum-resistant A2780cis/Skov-3-IP cells, following 5-FdU-ECyd (red lines) or cisplatin (blue lines) treatment. Normalized percentages of cell viability and caspase 3/7 activity were averaged from three independent experiments and are reported as mean ± SD. **(B)** Western blot analysis of A2780, A2780cis and Skov-3-IP cells, following 5-FdU-ECyd or cisplatin treatment for 48 h. The appearance of a PARP-cleavage product (89 kDa) was analyzed as pro-apoptotic marker, whereas the expression of Bcl-2 (27 kDA) and survivin (16 kDa) served as anti-apoptotic markers. The expression of LC3B was probed as marker for autophagy and appears as a double band at 14 kDa and 16 kDA.

After short term incubation (48 h), FdU-ECyd treatment of OC cells conferred a rapid dose-dependent decline of cell viability in platinum-sensitive A2780 and platinum-resistant A2780cis cells, suggesting that the effect of 5-FdU-ECyd is independent from platinum-resistance status (Figure 1A). Response to 5-FdU-ECyd was ~95-fold higher in A2780 cells (IC_50_ 5-FdU-ECyd 0.04 μM vs. IC_50_ cisplatin 3.81 μM) and ~620-fold higher in A2780cis cells (IC_50_ 5-FdU-ECyd 0.02 μM vs. IC_50_ cisplatin 12.4 μM), compared to equimolar cisplatin concentrations.

The effect of 5-FdU-ECyd was accompanied by decreased confluency and morphological signs of apoptosis, such as cell fragmentation (Supplementary Figure 1). On the molecular level, the apoptotic phenotype of 5-FdU-ECyd treated cells was confirmed by a rapid induction of caspase 3/7 activity in A2780 and A2780cis cells, reaching its maximum at lower concentrations compared to treatment with equimolar cisplatin (Figure 1A). Moreover, we observed a dose-dependent increase in PARP-cleavage, induced by nano molar 5-FdU-ECyd, which was similar or even stronger, compared to treatment with ~12-fold higher cisplatin concentration (Figure 1B). Particularly in platinum-resistant A2780cis cells, 5-FdU-ECyd treatment reduced the expression of the anti-apoptotic proteins survivin and Bcl-2. The effect of 5-FdU-ECyd on platinum resistant Skov-3-IP cells was less pronounced, with only modest caspase 3/7 induction or PARP-cleavage and only a slight decrease in Bcl-2 expression. This was in line with the fact that this cell line expressed a high basal level of anti-apoptotic survivin, which was further increased after treatment with 5-FdU-ECyd or cisplatin, indicating a highly chemo-resistant character of these cells (Figure 1B, Supplementary Figure 2). However, 5-FdU-ECyd was still ~140-fold more efficient in eradicating these highly malignant resistant OC cells than equimolar cisplatin (IC_50_ 5-FdU-ECyd: 0.09 μM vs. IC_50_ cisplatin: 12.75 μM, Figure 1A). Besides the pro-apoptotic effect, nano molar 5-FdU-ECyd treatment induced a moderate and dose-dependent increase in autophagy in all cell lines, indicated by increased LC3B protein expression (Figure 1B, Supplementary Figure 2), which was not observed after treatment with ~12-fold higher cisplatin concentration. There was no evidence of primary necrosis after 5-FdU-ECyd treatment (Supplementary Figure 3).

Our data support that FdU-ECyd is more potent than cisplatin *in vitro* and efficiently induces apoptosis in platinum-sensitive and platinum-resistant OC cells.

### 5-FdU-ECyd inhibits tumor-associated cellular functions of platinum-resistant ovarian cancer cells

We performed colony formation assays, in order to study the long-term effect of 5-FdU-ECyd on clonogenic growth of OC cells. 5-FdU-ECyd potently inhibited clonogenic growth in platinum-sensitive A2780 cells in the nano molar range with an almost complete eradication of colony formation at 200 nM 5-FdU-ECyd. Moreover, in isogenic A2780cis platinum-resistant cells, 5-FdU-ECyd showed similar inhibition of clonogenic growth, whereas equimolar cisplatin had virtually no effect. All results were independently confirmed in platinum-resistant Skov-3-IP cells (Figure 2A).

**Figure 2:**
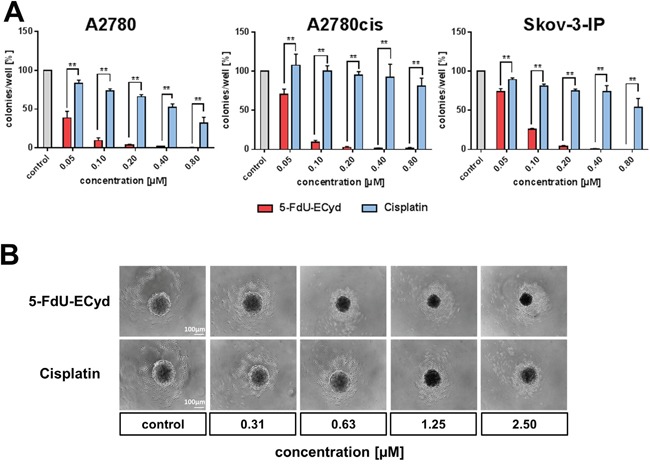
The effect of 5-FdU-ECyd on clonogenic and spheroidal growth of ovarian cancer cells **(A)** The bar chart shows the clonogenic growth of platinum-sensitive A2780 and platinum-resistant A2780cis or Skov-3-IP ovarian cancer cells, following treatment with a broad range of 5-FdU-ECyd concentrations (red bars) or equimolar cisplatin (blue bars). Normalized percentages were averaged from three independent experiments and are reported as mean ± SD. Statistical significance test, according to the unpaired t-test, resulted in a p-value ≤ 0.01 (**) among all comparisons. **(B**) The figure shows representative images (from three independent experiments) of PA-I ovarian cancer spheroid destruction, following treatment with 5-FdU-ECyd for 72 h or equimolar cisplatin, compared to untreated control.

Subsequently, we tested, whether 5-FdU-ECyd interferes with 3-dimensional spheroidal growth *in vitro*. Since neither A2780/A2780cis cells nor Skov-3-IP cells show spheroidal growth *in vitro* at all, we applied a spheroid model system using PA-1 OC cancer cells, which form stable spheroidal aggregates with a regular membrane-like structure under serum free and low attachment conditions. This model system allows studying the effect of a given drug on spheroidal growth. Nano molar concentrations of 5-FdU-ECyd were sufficient to substantially disturb the integrity of established spheroids after 72 h incubation, indicated by disintegration of the membrane-like shape. At a concentration ≥ 1.25 μM FdU-ECyd, a complete collapse of spheroidal structures was observed. In comparison, cisplatin was also able to destroy established spheroids; however, this occurred only after treatment with ~2-fold higher micro molar concentrations (Figure 2B).

Finally, we tested, whether 5-FdU-ECyd influences migration and invasion of platinum-resistant OC cells. For this purpose, platinum-resistant Skov-3-IP cells were applied, due to their strong endogenous migration characteristics *in vitro*, which can be reduced by e.g. combined PI3K- and PARP-inhibition as an appropriate positive control for this assay (Supplementary Figure 4). 5-FdU-ECyd significantly inhibited migration of Skov-3-IP cells in a time- and dose-dependent manner (p=0.0001), reaching a ~40 % migration reduction (of morphologically viable cells) after 29 h incubation at 0.4 μM 5-FdU-ECyd, compared to the untreated control (Figure 3). After treatment with ≥ 1.6 μM 5-FdU-ECyd, Skov-3-IP cells lost most of their migration capacity; however this was accompanied by morphological signs of progressive apoptosis.

**Figure 3:**
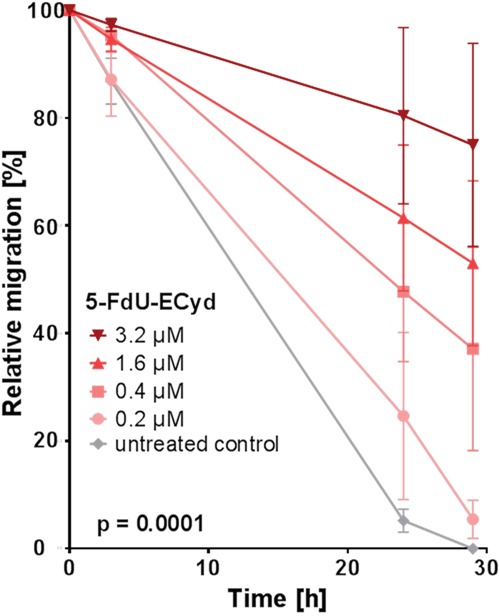
The effect of 5-FdU-ECyd on the migration of platinum-resistant Skov-3-IP cells The figure shows the relative migration of platinum-resistant Skov-3-IP ovarian cancer cells after treatment with a broad range of 5-FdU-ECyd concentrations (colored lines), compared to untreated control cells (grey line). Relative migration was calculated by measuring the percentage of the cell free area (closure of the gap) at the indicated time points and for each treatment condition. Values were calculated from three independent experiments and are reported as mean ± SEM. Statistical significance is indicated, according to the two-way ANOVA test.

To conclude, we demonstrate that 5-FdU-ECyd is a potent inhibitor of clonogenic growth and migration, independently of platinum-resistance. Moreover, according to our *in vitro* spheroid model system, nano molar 5-FdU-ECyd also inhibits 3-dimensional spheroidal growth.

### 5-FdU-ECyd induces double strand brakes

The most commonly described effect of platinum-based chemotherapeutics is the induction of DNA-damage in form of e.g. DNA-crosslinks or double strand breaks (DSBs), followed by the activation of DNA-damage response pathways and apoptosis induction [16–18]. Considering an interaction of 5-FdU-ECyd with DNA metabolism, we investigated, whether the conjugate duplex-prodrug is able to induce DSBs in OC cells. Western blot analysis indicated that nano molar 5-FdU-ECyd causes a dose-dependent phosphorylation of histone H2AX in the investigated OC cell lines, which is a well described surrogate marker for DSB formation [19] (Figure 4A, Supplementary Figure 5). Of note, DSB induction by nano molar 5-FdU-ECyd was similarly efficient or stronger, compared to the effect observed in OC cells, which were treated with ~10-fold higher concentrated cisplatin. Immunofluorescence analysis confirmed these findings and demonstrated a highly significant increase in the average number of γH2AX foci per cell in 5-FdU-ECyd treated A2780, A2780cis and Skov-3-IP cells, compared to untreated controls (Figure 4B, 4C).

**Figure 4:**
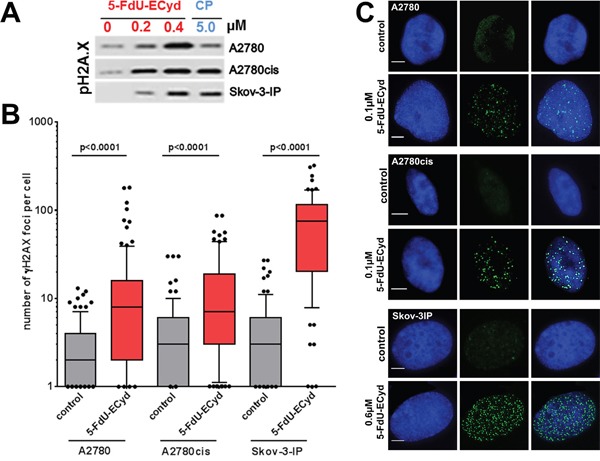
DNA double strand break analysis in 5-FdU-ECyd treated cells **(A)** Western blot analysis, analyzing phosphorylated histone H2AX in A2780, A2780cis and Skov-3-IP cells, following treatment with 5-FdU-ECyd or cisplatin. **(B)** Quantification of immunofluorescent γH2AX foci analysis in platinum sensitive A2780 and platinum-resistant A2780cis cells, following treatment with 5-FdU-ECyd (A2780 and A2780cis: 0.1 μM; Skov-3-IP 0.4 μM) for 48 h. The detection of γH2AX foci is a surrogate marker for DNA double strand brakes. γH2AX foci were counted and averaged across a hundred randomly selected cells per condition and are plotted along a logarithmic scale (log10). The whiskers are drawn down to the 10th percentile and up to the 90th. Points below and above the whiskers are drawn as individual dots. The line in the middle of the box is plotted at the median. **(C)** Representative immunofluorescent images of double strand break analysis with nucleic staining (Hoechst 33342, blue, first row), γH2AX foci staining (Alexa Flour 488, green, second row) and merged images (third row).

Considering that the number of γH2AX foci per 5-FdU-ECyd treated cell had a wide scatter, especially in Skov-3-IP cells, we supposed that 5-FdU-ECyd mediated DSB induction is cell cycle dependent. In line with this assumption, co-staining for S-phase cells with EdU revealed, that γH2AX foci were more frequently present in EdU-positive S-phase cells than in EdU-negative non-replicating cells (A2780: 75 % EdU-positive vs. 25 % EdU-negative, p = 0.028; A2780cis: 89 % EdU-positive vs. 11 % EdU-negative, p = 0.006; Skov-3-IP: 68 % EdU-positive vs. 32 % EdU-negative, p = 0.006, Supplementary Figure 6).

In summary, we demonstrate that 5-FdU-ECyd induces DSBs in OC cells, independently of platinum-resistance status and preferably during DNA-replication in S-phase cells. Of note, FdU-ECyd induces DSBs more efficiently than cisplatin.

### Combined 5-FdU-ECyd and cisplatin treatment does not induce a synergistic cellular response in platinum-resistant ovarian cancer cells

A previous study showed that ECyd as monotherapeutic increases the effect of cisplatin in platinum-resistant cancer cells, in terms of a potential cisplatin-sensitizer [20]. Therefore, we were interested in studying possible *in vitro* drug interactions between the duplex-prodrug 5-FdU-ECyd and cisplatin in platinum-resistant A2780cis OC cells. In a first approach, we studied the interaction of 5-FdU-ECyd and cisplatin, when combined at a broad range of six equipotent molar concentrations (calculative at: IC_6_, IC_12_, IC_25_ IC_50_ and IC_100_). An additive effect was observed among 2 of 5 concentration levels (at IC_12_ and IC_100_; 0.9 < CI < 1.1). Among the three remaining combinations (IC_6_, IC_25_, IC_50_) the observed drug interaction was lower than an expected additive interaction and was consequently classified as a “slight to moderate antagonistic interaction” (CI-value > 1.1, Figure 5A).

**Figure 5:**
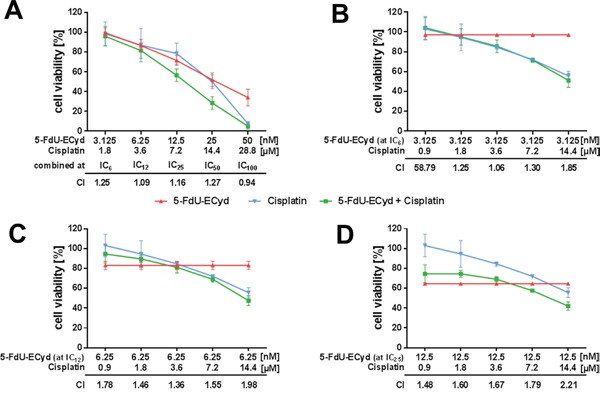
Drug interaction analysis of 5-FdU-ECyd and cisplatin **(A)** The figure shows cell viability dose-response curves for platinum-resistant A2780cis cells treated with 5-FdU-ECyd alone (red curve), cisplatin alone (blue curve) and both drugs combined (green curve). In this experiment, drugs were combined at five equipotent molar concentrations (IC_6_: 5-FdU-ECyd 3.125 nM + cisplatin 1.8 μM; IC_12_: 5-FdU-ECyd 6.25 nM + cisplatin 3.6 μM; IC_25_: 5-FdU-ECyd 12.5 nM + cisplatin 7.2 μM; IC_50_: 5-FdU-ECyd 25 nM + cisplatin 14.4 μM; IC_100_: 5-FdU-ECyd 50 nM + cisplatin 28.8 μM). For each combination, a combination index (CI) value was calculated and is indicated in the diagram, in order to describe drug interaction over the entire molar range of drug combinations. A CI-value < 0.9 indicates a synergistic interaction, a CI-value between 0.9 and 1.1 indicates an additive interaction and a CI-value > 1.1 indicates an antagonistic interaction [43]. **(B-D)** The figures show standard cell viability dose-response curves for cisplatin with a fixed concentration of low dose 5-FdU-ECyd as additional drug (green curves, 5-FdU-ECyd at IC_25_: 3.125 μM or IC_12_: 6.25 μM or IC_6_: 12.5 μM), compared to cisplatin alone (blue curves) and 5-FdU-ECyd alone (red curves). In all experiments, normalized percentages of cell viability were averaged from three independent experiments and are reported as mean ± SD.

Considering the strong activity of 5-FdU-ECyd in OC cells at very low nano molar concentrations and the at least partially additive interaction between 5-FdU-ECyd and cisplatin, we further inquired, whether the effective dose for a cisplatin response in platinum-resistant A2780cis cells could be reduced by adding low dose 5-FdU-ECyd. We compared standard cisplatin dose-response curves, while keeping 5-FdU-ECyd at three different (fixed) low dose concentrations (calculative at: IC_6_ or IC_12_ or IC_25_ 5-FdU-ECyd, Figure 5B–5D). The interaction between 5-FdU-ECyd and cisplatin was lower than an expected additive interaction in nearly all cases (CI > 1.1) and was therefore classified as “antagonistic”.

Our data demonstrate the lack of a synergistic interaction between 5-FdU-ECyd and cisplatin, suggesting its potential utility as a monotherapeutic drug in platinum-resistant OC, rather than a cisplatin-sensitizer.

### Transcriptome analysis of 5-FdU-ECyd treated ovarian cancer cells

To understand its mechanism of action, we studied the effect of 5-FdU-ECyd treatment on the global gene expression profile of OC cells in relation to platinum-resistance status. Therefore, triplicate samples of platinum-sensitive A2780 and isogenic platinum-resistant A2780cis cells were subjected to short term 5-FdU-ECyd exposure (1 μM for 6 h or 12 h), at which no morphological signs of cell death were detected yet, followed by RNA isolation and subsequent whole transcriptome sequencing. 

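The authors deposited a table of read counts for 63299 annotated genes in 24 libraries, 3 for each of 8 groups: A2780 or A2780cis cells, untreated or exposed to 1 μM 5-FdU-ECyd for 6 h or 12 h. The counts were neither normalized nor rounded: a read with several alignments added a fraction to each position, and reads over several genes were allowed. Between 11077368 and 21901406 reads per library were counted. The median total after 12 h treatment was 17275269 in A2780 and 15230082 in A2780cis, against 17423522 and 18277766 in the controls of the same time. After 6 h treatment it was 11437111 and 14479512, against 11704301 and 12092593. The paper describes paired-end reads and the sample labels single reads, and the counts do not show which were used. Of the genes listed, 20262 had no count in any library, and 46 rRNA genes were present, although the supplement states that lincRNA, rRNA and all-zero genes were discarded. The table also held 14157 genes of the lncRNA class, which is wider than lincRNA.
Counts were rounded, and the 20240 genes that passed edgeR's filterByExpr (minimum count 10) were tested in a model with TMM normalization, 1 coefficient per group and 16 residual degrees of freedom. Treated cells were compared with untreated cells of the same line and time by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, with an adjusted p-value of at most 0.05 as the threshold. A gene with at most 3 counts in every library of a group was taken to be at the floor, and its fold change given as a lower bound. Expression levels are TMM-normalized CPM values of edgeR, as mean ± SD of 3 libraries. Under every scaling, fold changes are relative to the other RNAs of a library, and the paper describes no spike-in RNA. A change in the total RNA of the cells is therefore not measured. Intervals and limits cover counting and replicate error only, since the reads carry no molecular identifiers. Genes with near-identical copies (5S rRNA, small nuclear RNA, mitochondrial and ribosomal protein genes) share reads with those copies or with pseudogenes, so their individual values are uncertain. Coordinates are those of GRCh38 in GENCODE release 44.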

Sample distance analysis, hierarchical clustering and principal components analysis showed a clear separation between A2780 and A2780cis in two groups and a strong effect of 5-FdU-ECyd exposure after 12 h within each cell line, while there was only a mild effect after 6 h treatment (Figure 6A; Supplementary Figures 7 and 8). 

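Distances were computed on rlog values, the regularized logarithm of DESeq2, of the 41286 genes with a rounded count above 0. With complete linkage, the first branches of the tree were the cell lines, and 8 of the 8 groups of libraries formed a branch of their own. The mean distance between libraries of different cell lines was 132.6 over 144 pairs. Between treated and untreated libraries of 12 h it was 86.9 in A2780 and 92.3 in A2780cis, against 39.6 and 39.8 within the groups. At 6 h it was 60.1 and 63.8, against 42.5 and 42.3. Untreated libraries also moved with time: those of 12 h lay 54.3 from those of 6 h in A2780 and 58.6 in A2780cis. The setting that moved the tree most was a restriction to the 500 genes with the most variable rlog values, where 5 of the 8 groups had a branch of their own and the treated A2780 libraries of 12 h were not among them. Principal component 1 held 58.9% of the variance and separated the cell lines. Principal component 2 held 19.1%, with mean scores of 48.9 ± 3.71 (SD, n = 3) in treated A2780 and 53.5 ± 7.35 in treated A2780cis libraries of 12 h, and of -16.8 ± 2.98 and -22.1 ± 4.28 in their controls. The treated libraries of 6 h had scores of 2.09 ± 3.09 and 2.55 ± 4.90, and their controls of -30.9 ± 4.92 and -37.3 ± 3.35.

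**Figure D1:**
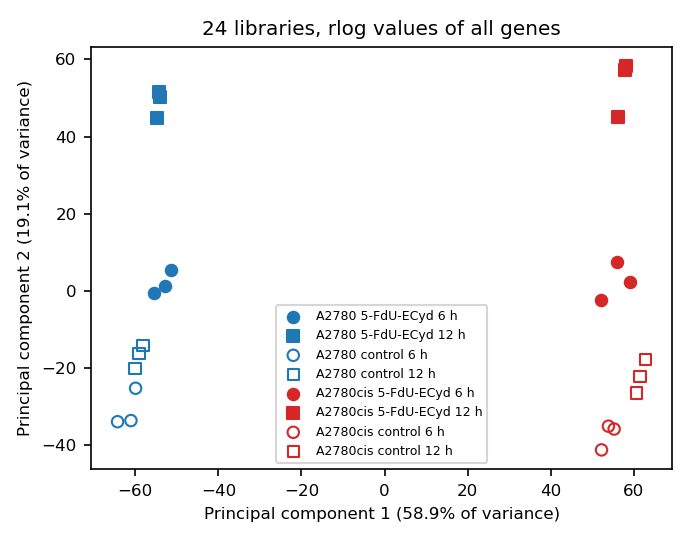
Scores of the 24 libraries on principal components 1 (x axis) and 2 (y axis) of the rlog values, in units of those values. Filled symbols are treated and open symbols untreated libraries, circles 6 h and squares 12 h, and the treated libraries of 12 h have the highest scores on component 2 in both cell lines.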

Gene expression analysis revealed similar numbers of significantly differentially expressed genes (DEG, Benjamini-Hochberg adjusted-value ≤ 0.05) when comparing 5-FdU-ECyd treated vs. untreated cells (A2780: 9937 genes; A2780cis 9638 genes). 

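Of the 20240 genes tested, 11087 passed the threshold at 12 h in A2780 (5796 up-regulated, 5291 down-regulated) and 12127 in A2780cis (6270 and 5857). With each library left out in turn, the numbers stayed between 9910 and 10723 in A2780 and between 11210 and 11777 in A2780cis. The setting that moved them most was the removal of lncRNA and rRNA genes, chosen after the data were seen, with 9452 and 10358 genes. Scaling by library size alone moved the median log2 FC of all tested genes from 0.02 to 0.24 in A2780 and from 0.04 to 0.15 in A2780cis, and the share of up-regulated genes among the DEG from 52.3% to 70.7% and from 51.7% to 58.8%.
Among genes with a mean log2 CPM of at least 2 and no overlap between the groups, the 3 largest fitted increases in A2780 were those of DRAXIN, CAMK4 and HES2. That mean is taken over all 24 libraries, so a gene can pass through its level in the other line, as CAMK4 and GALNT14 did. DRAXIN (ENSG00000162490.6, chromosome 1 from 11691710 to 11725857) rose from 0.631 ± 0.297 to 68.0 ± 7.00 CPM (log2 FC = 6.69, standard error 0.20, adjusted p = 1.86e-18, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). HES2 (ENSG00000069812.11, chromosome 1 from 6412418 to 6424670) rose from 0.346 ± 0.0996 to 25.8 ± 1.18 CPM (log2 FC = 6.19). CAMK4 (ENSG00000152495.10, chromosome 5 from 111223653 to 111494886), without a count in the controls, was at least 4.35-fold higher. Of the 3 largest decreases, HSPA8 (ENSG00000109971.13, chromosome 11 from 123057489 to 123063230), which encodes a heat shock cognate protein, changed from 4223 ± 96.0 to 386 ± 35.3 CPM (log2 FC = -3.45) and SLIT2 (ENSG00000145147.19, chromosome 4 from 20251905 to 20620561) from 157 ± 0.523 to 15.3 ± 1.07 CPM (log2 FC = -3.36). The third, GALNT14, was at the floor in both groups. In A2780cis the largest increases were those of BTBD19, RNA5S5 and RNA5S13, at least 113-fold, 75.3-fold and 74.7-fold, from controls with at most 3 counts. RNA5S5 and RNA5S13 are copies of the 5S rRNA gene that share their reads. Within the untreated and treated A2780 groups of 12 h, the 5S rRNA share of the counts differed by 49.2 and 32.6 times between libraries. Within those of A2780cis it differed by 1.80 and 1.63 times. Unequal content of small RNAs in the libraries therefore stays open as a cause of the 5S increase, beside an effect of treatment. GRIK1 and BICC1, without a count after treatment, were at least 2.00-fold and 1.22-fold lower, and INPP4B had at most 5 counts in the controls.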

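Of the DEG at 12 h, 7950 passed the threshold in both cell lines, where 6643 would be shared by independent lists. They made up 71.7% of the DEG of A2780 and 65.6% of those of A2780cis. The direction was the same for 7607 and opposite for 343 of them. Leave-one-out fits gave between 7258 and 7867 shared genes. Of the 3137 genes called in A2780 alone, 64.0% changed in the same direction in A2780cis, and of the 4177 called in A2780cis alone, 66.5% did so in A2780. The interaction of cell line and treatment, which tests the difference itself, passed the threshold for 959 and 1809 of these genes.

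**Figure D2:**
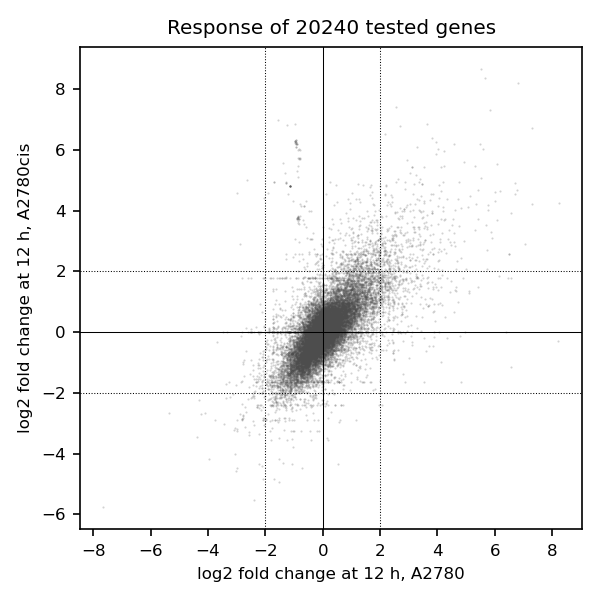
Log2 fold change at 12 h of the 20240 tested genes in A2780 (x axis) and A2780cis (y axis). Each point is a gene.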

The majority of DEG overlapped between both cell lines (6306 genes; Supplementary Figure 9A). 

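With an absolute fitted log2 FC of at least 2 as a further criterion at 12 h, 965 genes remained in A2780 (807 up-regulated, 158 down-regulated) and 1208 in A2780cis (966 and 242). In both lists were 456 genes, 398 of them up-regulated in both lines. Every control library had at most 3 counts for 228 and 327 of these genes, so that their fitted fold change depends on counts near 0. Protein-coding genes made up 573 and 559 of the lists, and lncRNA genes 252 and 367. Without a filter on low counts the lists held 1705 and 2128 genes. A fit of the compared samples alone gave 873 and 935, with 297 shared. Of the 509 genes listed for A2780 alone, 319 were DEG in the same direction in A2780cis, and 194 had an interaction past the threshold. Of those listed for A2780cis alone, 501 were DEG in the same direction in A2780, and 364 had such an interaction.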

We identified 515 and 643 strongly up- or downregulated genes in A2780 and A2780cis, respectively (adjusted p-value ≤ 0.05 and absolute log_2_ FC ≥ 2); most of those genes were up-regulated (435 and 505 up-regulated genes, respectively) and 177 DEG overlapped between both cell lines (Supplementary Figure 9B). After 6 h treatment, only 13 and 35 genes, respectively, were highly and significantly deregulated in A2780 and A2780cis (adjusted p-value ≤ 0.05 and absolute log_2_ FC ≥ 2). 

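At 6 h, 5950 genes passed the threshold for the adjusted p-value in A2780 (3244 up-regulated) and 6212 in A2780cis (2917 up-regulated). Which direction held the majority depended on the setting: the share of up-regulated genes ranged from 47.8% with the size factors of DESeq2 to 63.7% by library size alone in A2780, and from 42.1% with the DESeq2 Wald test to 61.4% by library size alone in A2780cis. Without replicate 1 of the untreated A2780 cells the number of genes in A2780 was 3805, and without replicate 1 of the treated ones 3963. An absolute log2 FC of at least 2 was reached by 207 and 364 of the genes, 178 and 298 of them up-regulated. Every control library had at most 3 counts for 112 and 209 of them. The fit of the compared samples alone gave 79 and 153 such genes, and the shrunken fold changes of DESeq2 gave 85 and 187. At 12 h, 183 of the 207 and 329 of the 364 were DEG in the same direction. The median absolute log2 FC of all tested genes was 0.32 in both lines at 6 h, and 0.48 in A2780 and 0.56 in A2780cis at 12 h. NACC2 (ENSG00000148411.7, chromosome 9 from 136006537 to 136095289) was among the 3 largest decreases in both lines, from 21.9 ± 0.857 to 4.97 ± 1.81 CPM in A2780 and from 21.8 ± 4.39 to 1.49 ± 0.472 CPM in A2780cis. BTBD19 (ENSG00000222009.8, chromosome 1 from 44808523 to 44815585) had the largest fitted increase in A2780, from 0.431 ± 0.411 to 10.9 ± 1.19 CPM. In A2780cis the 3 largest increases were those of the 5S rRNA copies RNA5S7, RNA5S11 and RNA5S6, at least 66.5-fold, 66.1-fold and 61.7-fold in the mean of the treated libraries. The 5S rRNA share of the counts was 3.57e-04% in replicate 3 of these libraries, against 0.0286% and 0.0390% in replicates 1 and 2.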

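The protein-coding genes called in both lines at 12 h numbered 5887. The 50 with the largest absolute log2 FC in A2780cis, the ranking that the supplement describes, had values from 4.28 to 8.66, and 42 of them were up- and 8 down-regulated in both lines. Their median log2 CPM over all libraries was -0.13, so that low counts carry much of these changes. Clustered on rlog values, the 12 libraries of 12 h fell into a branch of 6 treated and a branch of 6 untreated ones. The genes were chosen for their difference by treatment in these same 12 libraries, so this separation was built into the choice. With the libraries of 6 h added, the 6 treated for 6 h joined the 12 untreated ones, so that 18 of the 24 lay on the branch of their treatment, and with log2 CPM in place of rlog values 24 did. A ranking in A2780 shared 20 of its genes with the ranking in A2780cis. On the genes ranked in A2780, 18 of the 24 lay on the branch of their treatment with log2 CPM as with rlog values.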

Hierarchical clustering using the 50 top ranking common DEG clearly separated untreated from treated cells (Figure 6B).

**Figure 6:**
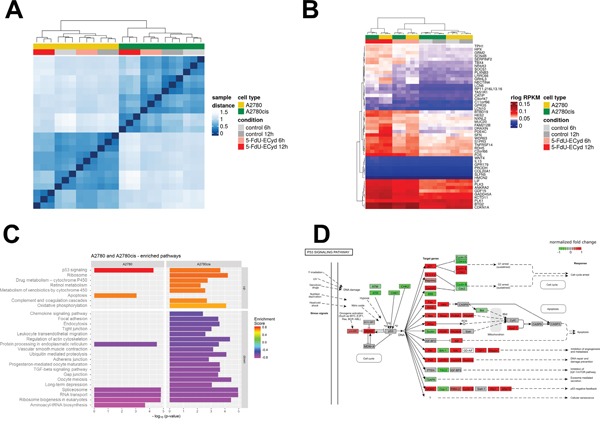
Transcriptome analysis of 5-FdU-ECyd treated platinum-sensitive and platinum resistant ovarian cancer cells **(A)** Heat map from hierarchical clustering of Euclidian sample distances based on regularized logarithmic (rlog) transformed expression values of all genes of all samples. The top color bar represents the cell line and the second color bar the treatment type. Each row and column denotes a sample. The dendrogram on the x-axis shows the grouping of samples according to biological replicates (triplicates), treatment and cell type. **(B)** Heat map showing hierarchical clustering based on 50 top ranking differentially expressed genes between 5-FdU-ECyd treated and untreated cells in A2780 and A2780cis (rlog transformed data). The top color bar represents the cell line and the second color bar the treatment type. Each row denotes a single gene and their expression pattern across the samples. The dendrogram on the x-axis shows the grouping of same samples. The two main groups are defined by treated and untreated cells (red and grey columns), and within those groups further separating according to cell type (A2780 in yellow and A2780cis in green) and biological replicates (triplicates). **(C)** Bar chart shows commonly or uniquely enriched pathways after short term 5-FdU-ECyd exposure (1 μM for 12 h) of platinum-sensitive (A2780) and platinum-resistant (A2780cis) ovarian cancer cells. Bar lengths correspond to -log_10_(p-value) of the enrichment hypothesis test, while bar colors represent enrichment scores (ES). Pathways are vertically sorted by ES and thereby divided into up-regulated (ES>0) and down-regulated (ES<0) ones. **(D)** Figure showing deregulation of the p53-pathway following 5-FdU-ECyd treatment of A2780 cells. Normalized log_2_ FCs after 12 h treatment are color coded. KEGG pathways were plotted using the R package pathview [44].

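KEGG and Gene Ontology collections were not used here. The pathways were represented by 13 lists of genes written from gene names before the data were examined, and tested at 12 h with camera of the limma package, which asks whether the genes of a list rank higher or lower than the other genes, with a preset correlation of 0.01 between genes. After Benjamini-Hochberg adjustment over the lists of both lines, 8 lists passed the threshold in A2780 and 12 in A2780cis, and each of these calls was also past it with fry, a rotation test. With the correlation estimated from the data, the calls that held were those for p53 target genes (adjusted p = 4.92e-05 in A2780 and 0.00146 in A2780cis, camera), for p53 signaling in A2780 (0.00992) and for ribosome biogenesis (0.0395 in both lines). The other divisions of the 6 libraries of a line into groups of 3 still set 2 treated libraries and 1 untreated against the rest, so that part of the treatment difference stays. They gave between 7 and 10 lists in A2780 and between 6 and 10 in A2780cis.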

Pathway analysis using three different algorithms revealed similar results (Figure 6C). 

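Of 71 genes listed for p53 signaling, 62 were tested. Their median log2 FC after 12 h was 0.59 in A2780 (camera, adjusted p = 2.89e-09), with 34 genes up- and 17 down-regulated past the threshold, and 0.28 in A2780cis (adjusted p = 1.56e-04), with 31 up and 19 down. The same numbers passed it adjusted over the list alone. A list of p53 target genes, 35 of them tested, had a median log2 FC of 1.28 in A2780 (adjusted p = 3.74e-20, 29 genes higher), or 1.15 with the gene at the floor set to its bound, and of 0.92 in A2780cis (adjusted p = 8.44e-11, 27 genes higher). No other division of the libraries of a line gave as small a p for either list, 1 of 10 being the smallest share these libraries allow. TP53I3 (ENSG00000115129.13, chromosome 2 from 24077433 to 24085861), a target gene that encodes a quinone oxidoreductase, rose from 32.0 ± 2.13 to 359.7 ± 7.36 CPM in A2780 (log2 FC = 3.49, standard error 0.11, adjusted p = 2.97e-18, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and from 38.5 ± 1.06 to 258 ± 41.1 CPM in A2780cis (log2 FC = 2.74, standard error 0.11, adjusted p = 2.26e-16).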

In both, platinum-sensitive and -resistant cell lines, the p53 pathway was activated after 5-FdU-ECyd exposure (Figure 6D; Supplementary Figures 10 and 11). In this context, the expression of several p53 target genes was significantly up-regulated, particularly those involved in cell cycle regulation (*CDKN1A*, *14-3-3- 029A*, *cyclin E*, *CDK2*, *GADD45*), DNA-repair (*P48*, *p53R2*, *GADD45*, *Sestrin*) and apoptosis (*Bax*, *Noxa*, *PUMA*, *Apaf-1*, Supplementary Figure 8). 

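The paper's names correspond to SFN (14-3-3-σ), CCNE1 and CCNE2 (cyclin E), DDB2 (P48), RRM2B (p53R2), SESN1 to SESN3 (Sestrin), PMAIP1 (Noxa), BBC3 (PUMA) and APAF1. Of the genes the paper names in its transcriptome results that are reported here, 23 were tested. At 12 h, 20 were up-regulated in A2780, and 16 were up- and 1 down-regulated in A2780cis, both over all genes tested and adjusted over the list alone. The study chose these genes on the same samples, so the second count is not independent evidence. SFN (ENSG00000175793.11, chromosome 1 from 26863149 to 26864456) rose from 0.393 ± 0.20 to 26.6 ± 4.80 CPM in A2780 (log2 FC = 6.02, standard error 0.26, adjusted p = 1.31e-15, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and from 0.318 ± 0.0703 to 7.88 ± 0.398 CPM in A2780cis (log2 FC = 4.61, standard error 0.28, adjusted p = 7.34e-13). CCNE2 (ENSG00000175305.17, chromosome 8 from 94879770 to 94896678) had a log2 FC of 1.94 in A2780 and 0.75 in A2780cis, and CDK2 (ENSG00000123374.10, chromosome 12 from 55966781 to 55972789) of 1.00 and 0.75, all past the threshold. CCNE1 (ENSG00000105173.13, chromosome 19 from 29811991 to 29824312) had values of 0.20 (adjusted p = 0.0422) and -0.01 (adjusted p = 0.901). The first lost the threshold with each of the 6 compared libraries left out in turn. The second changed its sign when scaled by library size alone (0.09). At 6 h, CCNE1 had 70.6, 78.4 and 75.3 CPM in the untreated A2780 libraries and 130.8, 133.2 and 124.6 CPM in the treated ones. In A2780cis these values overlapped (54.9, 63.9 and 60.4 against 57.3, 62.4 and 62.5 CPM). Among the DNA-repair genes at 12 h, the log2 FC in A2780 and A2780cis was 1.51 and 1.48 for DDB2 and 1.88 and 1.41 for RRM2B. It was 2.21 and 2.53 for SESN1 and 0.61 and 1.45 for SESN2, all past the threshold. SESN3, with at most 24 counts in any library of 12 h, did not pass it (0.79, adjusted p = 0.105, and 1.28, adjusted p = 0.179). In A2780 it did in the fit of the compared samples alone (0.81) and when scaled by library size (1.01), over a range of adjusted p from 0.0421 to 0.294, and in A2780cis without replicate 3 of the controls (2.76). Among the apoptosis genes, the log2 FC was 0.80 and 0.82 for BAX, 2.90 and 2.98 for PMAIP1, 1.84 and 2.26 for BBC3 and 1.40 and 0.92 for APAF1, past the threshold in both lines.

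**Figure D3:**
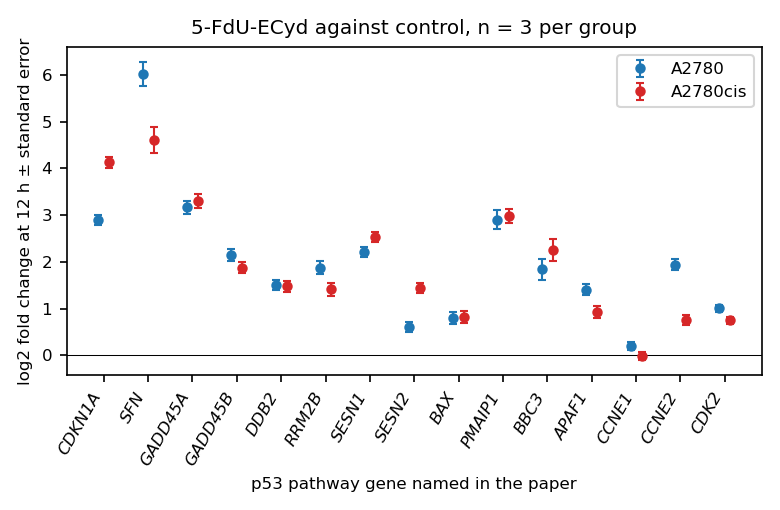
Log2 fold change (y axis, ± standard error of the fit) after 12 h treatment of p53 pathway genes the paper names (x axis), in A2780 and A2780cis with 3 libraries per group. SFN has the largest increase in A2780, and CCNE1 lies near 0 in both lines.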

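CDKN1A, which encodes the cell cycle inhibitor p21 (ENSG00000124762.13, chromosome 6 from 36676460 to 36687337), rose after 12 h from 44.6 ± 1.37 to 330.3 ± 7.98 CPM in A2780 (log2 FC = 2.89, standard error 0.11, adjusted p = 5.34e-17, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and from 12.9 ± 0.823 to 225 ± 12.1 CPM in A2780cis (log2 FC = 4.12, standard error 0.12, adjusted p = 6.90e-19). After 6 h its log2 FC was 2.62 (standard error 0.11, adjusted p = 3.27e-15) and 2.86 (standard error 0.12, adjusted p = 9.06e-15). By fitted log2 FC at 12 h, the gene ranked 326 in A2780 and 161 in A2780cis, counted from the largest increase. Genes ahead of it include some with controls at the floor, such as CAMK4 in A2780 and BTBD19 in A2780cis. The fitted fold changes of such genes depend on counts near 0, so the rank is uncertain. GADD45A (ENSG00000116717.11, chromosome 1 from 67685201 to 67688334) rose after 12 h from 7.99 ± 0.594 to 72.0 ± 11.9 CPM in A2780 (log2 FC = 3.17, standard error 0.14, adjusted p = 1.43e-15) and from 5.14 ± 0.346 to 50.8 ± 2.01 CPM in A2780cis (log2 FC = 3.30, standard error 0.14, adjusted p = 1.16e-15), without a difference between the lines past the threshold (interaction 0.14, adjusted p = 0.656). After 6 h its log2 FC was 1.26 and 2.22. GADD45B (ENSG00000099860.8, chromosome 19 from 2476122 to 2478259) had a log2 FC of 2.14 and 1.87 after 12 h and of 1.47 and 0.85 after 6 h. GADD45G had no count in any of the 24 libraries. Scaling by library size alone moved the value of CDKN1A in A2780 at 12 h most, to 3.11.

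**Figure D4:**
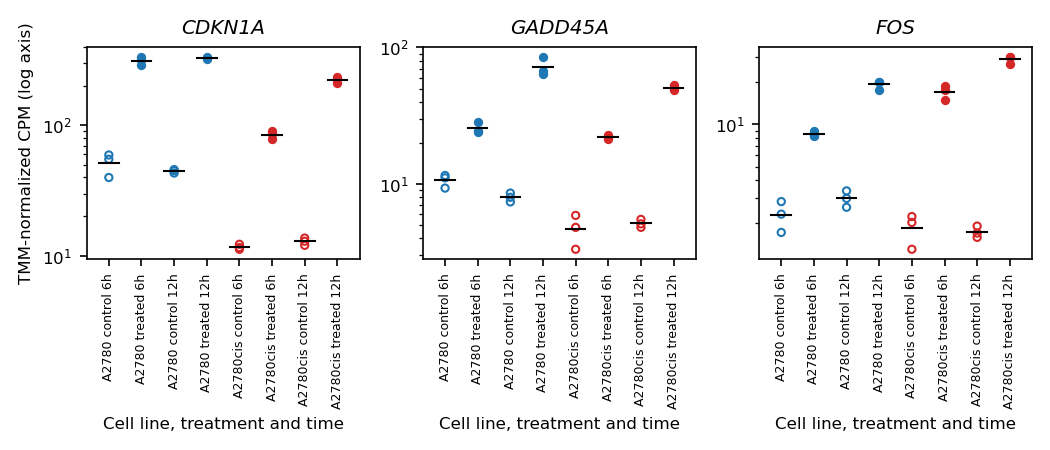
TMM-normalized CPM values (y axis) of CDKN1A, GADD45A and FOS in the 24 libraries, by cell line, treatment and time (x axis). Points are libraries, filled when treated, and black lines are means of 3.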

Interestingly, *CDKN1A* and *GADD45* were among the top ranking up-regulated genes in both cell lines (*CDKN1A:* log_2_ FC = 2.7 and 4.0 in A2780 and A2780cis; *GADD45*: log_2_ FC = 3.1 and 3.2 in A2780 and A2780cis), which were significantly up-regulated already after 6 h treatment (*CDKN1A:* log_2_ FC = 2.4 and 2.8 in A2780 and A2780cis; *GADD45*: log_2_ FC = 1.3 and 2.0 in A2780 and A2780cis). Consistent with the fact that 5-FdU-ECyd treatment was performed no longer than 12 h, final effector enzymes of apoptosis, such as caspase 3, were not yet differentially expressed in 5-FdU-ECyd treated OC cells. 5-FdU-ECyd treatment additionally affected RNA-related housekeeping pathways and significantly decreased the expression of non-coding small nuclear RNAs and coding RNAs of the spliceosome in both, platinum-sensitive and platinum-resistant cells (Figure 6C). Moreover, it affected RNA-transport and inhibited ribosome biogenesis pathways (Supplementary Figures 12 and 13). 

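The list of spliceosome proteins held 117 tested genes. Their median log2 FC at 12 h was -0.29 in A2780 (camera, adjusted p = 6.99e-08), with 6 genes up- and 65 down-regulated, and -0.46 in A2780cis (adjusted p = 1.30e-07), with 16 up and 72 down. Adjusted over the list alone, 66 and 73 were down-regulated. Scaled by library size alone, the medians were -0.07 and -0.35. As small a p came from 4 of the 10 divisions of the A2780 libraries and from 3 of the 10 of A2780cis, the real ones included. SRSF3 (ENSG00000112081.16, chromosome 6 from 36594353 to 36605600), a splicing factor gene, changed from 533 ± 58.1 to 142 ± 23.1 CPM in A2780cis (log2 FC = -1.91, standard error 0.12, adjusted p = 1.06e-12, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and SF3B3 (ENSG00000189091.12, chromosome 16 from 70523791 to 70577670) from 366 ± 17.2 to 144 ± 11.0 CPM in A2780 (log2 FC = -1.34, standard error 0.10, adjusted p = 1.59e-11).
Of 1830 small nuclear RNA (snRNA) genes, 39 had enough counts to be tested. Their median log2 FC was 0.25 in A2780 (camera, adjusted p = 0.361), with 22 genes higher and 17 lower, 14 up- and 1 down-regulated past the threshold. In A2780cis it was 2.27 (adjusted p = 2.04e-04), with 34 genes higher and 4 lower, 29 up- and 0 down-regulated. At the floor were 14 of the 39 genes in A2780cis, and without a filter on low counts the list did not pass the threshold there (adjusted p = 0.273). Libraries of the same group differed in the share of the counts on the genes of this list, which leaves out 7SK, from 0.00345% to 0.0157% in A2780cis treated for 6 h. Within groups, this share rose with that of 5S rRNA genes (r = 0.899, permutation p = 0.00863, rho = 0.687, permutation p = 0.0242, n = 24 libraries). After Benjamini-Hochberg adjustment over 4 relations these permutation p-values were 0.0173 and 0.0483, and r was 0.805 without the 2 libraries farthest out on the 5S share. In the 12 untreated libraries alone r was 0.897 (permutation p = 0.0814) and rested on those farthest out (0.468 without them). With the 5S share as a covariate, the median log2 FC of the snRNA genes in A2780cis was 0.39 (camera, adjusted p = 0.0739). The 5S share itself was higher in each treated than in each untreated library there (at least 0.0162% against at most 3.13e-04%), so that a rise of small RNAs on treatment would weaken in the same way.

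**Figure D5:**
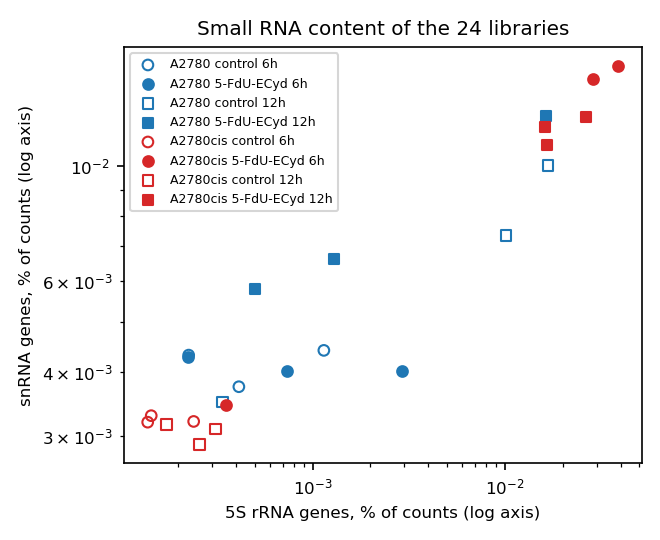
Share of counts on snRNA genes (y axis, %) against the share on 5S rRNA genes (x axis, %) in the 24 libraries. Filled symbols are treated and open symbols untreated libraries, circles 6 h and squares 12 h, and libraries of the same group lie far apart in several groups.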

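After 12 h, the 136 tested genes of the RNA transport list had a median log2 FC of -0.40 in A2780 (camera, adjusted p = 1.50e-10) and -0.48 in A2780cis (5.42e-12), with 109 and 110 genes lower. Past the threshold, 87 and 91 were down-regulated, and 89 and 96 adjusted over the list alone. The 108 genes of the ribosome biogenesis list had medians of -0.67 and -0.75, each with an adjusted p of 3.82e-16, and 82 and 86 of them were down-regulated (83 and 87 adjusted over the list alone). Scaled by library size alone, its medians were -0.45 and -0.64, and those of RNA transport -0.18 and -0.38. For RNA transport 3 and 2 of the 10 divisions of the libraries of a line gave as small a p, and for ribosome biogenesis 1 and 2. GEMIN5 (ENSG00000082516.8, chromosome 5 from 154887411 to 154938211), which acts in the assembly of snRNA-protein complexes, changed from 146 ± 4.58 to 49.8 ± 2.33 CPM in A2780 (log2 FC = -1.55, standard error 0.08, adjusted p = 7.97e-14, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and from 180.1 ± 7.90 to 51.3 ± 3.65 CPM in A2780cis (log2 FC = -1.81, standard error 0.08, adjusted p = 5.22e-15). HEATR1 (ENSG00000119285.10, chromosome 1 from 236549005 to 236604516), a gene for rRNA synthesis and processing, changed from 478 ± 31.0 to 179 ± 7.96 CPM and from 435 ± 28.2 to 150.4 ± 13.2 CPM. The 44 tested genes of the list of aminoacyl-tRNA synthetases had medians of -0.60 (adjusted p = 8.81e-09) and -0.39 (adjusted p = 0.00212), or -0.38 and -0.29 scaled by library size alone, and 6 of the 10 divisions in A2780cis gave as small a p. The 79 ribosomal protein genes, a separate list, had a median of -0.13 in A2780 (camera, adjusted p = 0.109). In A2780cis it was 0.50 (camera, adjusted p = 1.37e-05, or 0.548 with an estimated correlation), with 64 genes up- and 0 down-regulated. As small a p came there from 5 of the 10 divisions.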

Transcripts associated with protein processing in the endoplasmatic reticulum were also down-regulated in 5-FdU-ECyd treated cells. 

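Of 158 genes listed for protein processing in the endoplasmic reticulum, 151 were tested. The median log2 FC after 12 h was -0.22 in A2780 (camera, adjusted p = 1.01e-04) and -0.27 in A2780cis (7.50e-05). Down-regulated were 67 and 76 genes (69 and 78 adjusted over the list alone), and 24 and 25 were up-regulated. Scaled by library size alone, the median in A2780 was 0.0022 and that in A2780cis -0.17, so that in A2780 the decrease holds only relative to the shift of all genes. As small a p came from 3 of the 10 divisions in A2780 and from 4 of the 10 in A2780cis. HSPH1 (ENSG00000120694.19, chromosome 13 from 31134973 to 31162388), a heat shock protein gene, changed from 502 ± 46.2 to 146 ± 13.2 CPM in A2780 (log2 FC = -1.78, standard error 0.10, adjusted p = 7.14e-14, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and from 302 ± 9.92 to 102 ± 6.67 CPM in A2780cis (log2 FC = -1.57, standard error 0.10, adjusted p = 6.11e-13).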

In platinum-sensitive A2780 cells, a slightly broader spectrum of apoptosis related transcripts were up-regulated, including genes of death receptor, NF-kB or TNF-associated pathways (e.g. *TRAIL*, *Fas*, *TNFa*, *IKK*, *IkBa*). 

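These genes are listed as TNFSF10 (TRAIL), FAS, TNF, CHUK, IKBKB and IKBKG (the kinase IKK) and NFKBIA (IkBa). TNFSF10 had at most 5 counts in any library and 31 in all, and a change was not detectable at this depth. FAS (ENSG00000026103.20, chromosome 10 from 88953813 to 89029605) rose from 10.2 ± 2.30 to 68.4 ± 5.93 CPM in A2780 (log2 FC = 2.75, standard error 0.14, adjusted p = 1.54e-14, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and from 34.1 ± 3.84 to 51.98 ± 5.91 CPM in A2780cis (log2 FC = 0.61, standard error 0.13, adjusted p = 1.71e-04). TNF (ENSG00000232810.3, chromosome 6 from 31575565 to 31578336) rose from 0.133 ± 0.0870 to 1.82 ± 0.324 CPM in A2780 (log2 FC = 3.66, standard error 0.43, adjusted p = 5.60e-07), with at most 39 counts in a library, and was at the floor in both groups of A2780cis. NFKBIA (ENSG00000100906.10, chromosome 14 from 35401079 to 35404749) had a log2 FC of 1.03 in A2780 (adjusted p = 2.07e-09) and 0.16 in A2780cis (adjusted p = 0.166). Its value in A2780cis passed the threshold when scaled by library size alone (0.26) and, in a setting chosen after the data were seen, without lncRNA and rRNA genes (0.22), over a range of adjusted p from 0.0132 to 0.615. IKBKB (ENSG00000104365.13, chromosome 8 from 42271302 to 42332460) had a log2 FC of 0.67 in A2780 (adjusted p = 1.10e-06) and -0.03 in A2780cis (adjusted p = 0.785), the latter with its sign reversed when scaled by library size alone (0.08). CHUK (ENSG00000213341.10, chromosome 10 from 100188300 to 100229596) had a log2 FC of -0.15 in A2780 (adjusted p = 0.273) and -0.40 in A2780cis (adjusted p = 0.00313). In A2780 its decrease passed the threshold without replicate 1 of the treated cells (-0.28), and its sign changed when scaled by library size alone (0.07). IKBKG, which shares reads with a near-identical copy, did not pass the threshold (0.09, adjusted p = 0.691, and -0.11, adjusted p = 0.629).
The list of 68 tested apoptosis genes had a median log2 FC of 0.08 in A2780 (camera, adjusted p = 0.00610), with 24 genes up- and 14 down-regulated, and of -0.06 in A2780cis (adjusted p = 0.996), with 17 up and 26 down, the same numbers as adjusted over the list alone. Scaled by library size alone the sign in A2780cis changed (0.04). The difference of the list between the lines had a median of -0.42 (camera, adjusted p = 6.87e-05).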

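Of 87 genes listed for drug metabolism by cytochrome P450, 36 were tested. Their median log2 FC at 12 h was 0.70 in A2780cis (camera, adjusted p = 0.00106), or 0.62 with the 3 genes at the floor set to their bounds, with 23 genes up- and 0 down-regulated past the threshold. In A2780 it was 0.21 (adjusted p = 0.289), with 13 up and 4 down. The adjusted p in A2780 ranged over the alternatives from 3.08e-04 with fry to 0.638. GSTM1 (ENSG00000134184.12, chromosome 1 from 109687814 to 109709039), a glutathione transferase gene, rose in A2780cis from 27.4 ± 2.01 to 51.4 ± 4.59 CPM (log2 FC = 0.91, standard error 0.10, adjusted p = 1.12e-08, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). ALDH1A3 (ENSG00000184254.16, chromosome 15 from 100877714 to 100916626) rose there from 14.9 ± 0.965 to 30.0 ± 3.85 CPM, and in A2780 from 0.219 ± 0.0964 to 5.78 ± 0.471 CPM. The 84 tested nuclear genes of oxidative phosphorylation had medians of 0.50 in A2780cis (camera, adjusted p = 3.36e-05), with 55 up and 4 down, and -0.04 in A2780 (adjusted p = 0.263), with 5 up and 20 down. In A2780 the sign depended on the scaling (0.18 by library size alone). The 13 mitochondrial genes had medians of 0.58 (adjusted p = 3.89e-04) and 0.09 (adjusted p = 0.727). Adjusted over the list alone, 23, 55 and 13 genes of these lists were up-regulated in A2780cis. As small a p came from 4, 4 and 5 of the 10 divisions of its libraries. These values are relative and cannot tell a rise of these RNAs from a fall of other RNAs.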

In platinum-resistant A2780cis cells, on the other hand, additional pathways involved in drug metabolism or oxidative phosphorylation were significantly up-regulated, especially cytochrome P450-associated pathways. 

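FOS, which encodes the transcription factor c-Fos (ENSG00000170345.9, chromosome 14 from 75278826 to 75282230), rose after 12 h from 2.97 ± 0.395 to 19.1 ± 1.41 CPM in A2780 (log2 FC = 2.69, standard error 0.15, adjusted p = 8.01e-14, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and from 1.72 ± 0.161 to 29.0 ± 1.88 CPM in A2780cis (log2 FC = 4.07, standard error 0.16, adjusted p = 1.62e-16). After 6 h it was higher in A2780 by a log2 FC of 1.90, from 2.27 ± 0.558 to 8.53 ± 0.371 CPM (standard error 0.17, adjusted p = 1.14e-08), and in A2780cis by 3.20, from 1.84 ± 0.480 to 16.9 ± 1.96 CPM (standard error 0.17, adjusted p = 7.38e-13).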

Interestingly, in both cell lines, a strong up-regulation of *c-Fos* was observed after 12 h treatment (log_2_ FC = 2.6 and 3.9 in A2780 and A2780cis), and *c-Fos* was also amongst the genes significantly up-regulated already after 6 h (log_2_ FC = 1.6 and 2.7 in A2780 and A2780cis).

In summary, 5-FdU-ECyd leads, independently of platinum-resistance status, to an activation of genes and pathways involved in cell cycle, apoptosis, and DNA-damage response, while it downregulates RNA-related pathways. 

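Whether the responses of the lines differ was tested as the interaction of cell line and treatment at 12 h. It passed the threshold for 4790 of the 20240 genes, 1964 with the higher log2 FC in A2780cis and 2826 with the higher one in A2780. Leave-one-out fits gave between 3665 and 5413 genes. Scaling by library size alone moved the median of all genes from -0.04 to -0.16, and the share with the higher log2 FC in A2780cis from 41.0% to 27.0%. In the fit of the compared samples alone this share was 50.3%, so that the excess of genes with the higher log2 FC in A2780 depends on the setting. The paper summarises that 5-FdU-ECyd activates cell cycle, apoptosis and DNA-damage genes and lowers RNA-related pathways, whatever the platinum-resistance status. A gene can change in both lines and still pass the interaction test, which compares the sizes of the changes.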

Interestingly, we found early and strong up-regulation of *c-Fos* oncogene after exposure to 5-FdU-ECyd. Moreover, differential activation of pathways related to energy homeostasis and drug metabolism, was observed only in platinum-resistant OC cells.

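In the test of the interaction of cell line and treatment, the nuclear genes of oxidative phosphorylation had a median difference in log2 FC of 0.53 (camera, adjusted p = 6.92e-17, higher in A2780cis for 78 of 84 genes), the mitochondrial genes of 0.59 (1.01e-06, 13 of 13) and the cytochrome P450 list of 0.32 (0.00567, 26 of 36). With an estimated correlation the adjusted p was 0.187, 0.141 and 0.141. As small a p came from 10, 2 and 29 of 100 divisions of the libraries within the lines. MT-CYB (ENSG00000198727.2), a mitochondrial gene of respiratory complex III, had an interaction of 0.79 (standard error 0.13, adjusted p = 1.63e-04, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).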

## DISCUSSION

In the present study, we characterized the effect of the duplex-prodrug 5-FdU-ECyd in OC cells *in vitro* on a phenotypic and molecular level with particular focus on platinum-resistance.

Previous *in vitro* studies suggested a highly sensitive effect of 5-FdU-ECyd towards OC cells as well as other cancer cell types [10, 11, 15]. Herein, we reported that 5-FdU-ECyd confers a rapid dose-dependent apoptotic response of platinum-sensitive OC cells, clearly exceeding the effect of cisplatin. Moreover, in (isogenic or independent) platinum-resistant OC cells, 5-FdU-ECyd induced a similar apoptotic response, indicating that its mechanism of action is independent of platinum-resistance status. These findings are in accordance to our previous *in vitro* study on cervical cancer, reporting that nano molar 5-FdU-ECyd induces apoptotic cell death and early S-phase arrest, also including platinum-resistant SiHa cells [12]. Besides apoptosis induction, we noticed that 5-FdU-ECyd induces autophagy. Autophagy is an intracellular nutrient scavenging pathway, whereby cells “digest” parts of themselves and recycle the breakdown products, in order to sustain survival during starvation periods [21]. The observed increase in autophagy is likely part of an integrated stress response, following the 5-FdU-ECyd treatment, which may precede apoptosis induction.

We demonstrated that 5-FdU-ECyd decreases clonogenic and spheroidal growth of OC cells. Considering that spheroid formation in ascites is highly associated with chemo-resistant characteristics [22–24], our data emphasize the efficacy of 5-FdU-ECyd against platinum-resistant OC, which often goes along with tumor spread throughout the peritoneal cavity. Moreover, a rather specific inhibition on migration by 5-FdU-ECyd was shown at dosing of 200-400 nM without any signs of apoptosis, which typically occurred at higher 5-FdU-ECyd concentrations. Therefore, we suggest 5-FdU-ECyd as an effective anti-tumor agent for the elimination of OC cells *in vitro*, since it blocks not only the proliferation by inducing cell cycle arrest, but also suppresses superordinate cellular functions, such as migration at low concentrations.

There was no synergistic interaction observed between 5-FdU-ECyd and cisplatin in our study, whereas a previous study reported on a synergistic cellular response, following a combined treatment of head and neck cancer cells *in vitro* with cisplatin and ECyd as monotherapeutic [20]. This outlines the different properties of the duplex-prodrug, compared to ECyd as monotherapeutic [10]. We conclude that 5-FdU-ECyd is more potent than cisplatin and can potentially act as single regime with lower side effects, especially in case of platinum-resistance, rather than a combinational partner within a polychemotherapeutic schedule. This is an important aspect as the monotherapeutic ECyd caused critical side effects in clinical studies [25, 26].

In order to obtain a deeper insight into the activity of 5-FdU-ECyd in platinum-resistant OC cells, we performed exploratory transcriptome analysis. The fact that we detected over-expression of early response genes (e.g. *c-Fos*) and did not yet notice over-expression of apoptotic effector enzymes (e.g. *caspase 3*), indicated that our transcriptome data reflect a rather early response signature to 5-FdU-ECyd. The p53-pathway, which is a major driver of cell cycle arrest and apoptosis [27], was consistently activated in A2780 and A2780cis cells, which is in accordance to our *in vitro* experiments on 5-FdU-ECyd mediated apoptosis and is also in line with previous studies, reporting that 5-FdU-ECyd induces apoptosis and G1-arrest in cervical cancer cells *in vitro* [12]. *CDKN1A* and *c-Fos* were among the most consistently up-regulated genes, showing a significant up-regulation already after 6 h of 5-FdU-ECyd treatment. *CDKN1A* is an important p53 transcriptional target, which induces cell cycle arrest. The *c-Fos* gene encodes for the immediate early gene product Fos, which is a transcription factor of the activating protein-1 (AP1) family. Since *c-Fos* was originally described as an oncogene [28], its up-regulation during 5-FdU-ECyd mediated cytostasis/apoptosis might seem counterintuitive at first sight. However, some exploratory studies have already described an association between *c-Fos* activation and 5-FdU induced cell death [29]. Moreover, there is also evidence that *c-Fos* can exert pro-apoptotic functions in OC cells [30] and can induce cell cycle arrest by *CDKN1A* up-regulation [31]. This suggests that the conjugate duplex-drug 5-FdU-ECyd may additionally employ *c-Fos* signaling for its cytostatic and apoptotic effect on platinum-sensitive and platinum-resistant OC cells.

We observed a global decrease in RNA-housekeeping pathways in platinum-sensitive and -resistant OC cells, including RNA-transport, spliceosome and ribosome biogenesis pathways. This finding is consistent with the fact that ECyd, a potent RNA-polymerase inhibitor [20, 26], inhibits RNA-synthesis in OC cells after being cleaved from the duplex-prodrug. Furthermore, we demonstrate here that 5-FdU-ECyd induces DNA-damage in form of DSBs, which were preferentially observed in S-phase during DNA-replication. This is an interesting finding and further complements possible mechanisms, how 5-FdU-ECyd exerts its cytostatic and pro-apoptotic activity. It has previously been reported that 5'-fluorouracil (5-FU), which can be intracellularly anabolized to 5-FdU, induces DSBs *in vitro* [32]. After being released from the duplex-prodrug, we believe that 5-FdU inhibits DNA-synthesis [33] and may also induce DNA-DSBs in the OC investigated herein. Therefore, we propose that, among the already described effects of 5-FdU-ECyd in tumor cells [11], the induction of DNA-DSBs is a further mechanism of action, which may converge on the induction of p53-mediated apoptosis. Moreover, our pathway analysis supports the clinical utility of a polychemotherapeutic cancer treatment by a duplex-prodrug, which might particularly be essential for targeting highly heterogeneous tumors, such as OC.

The best-characterized effect of cisplatin is the induction of mitochondrial apoptosis [34]. In platinum-resistant cells, several molecular mechanisms, such as increased DNA-repair capacity or the alteration of DNA-damage associated pathways, result in apoptosis inhibition and cell survival, following cisplatin treatment [17]. In platinum-resistant A2780cis cells, we observed a 5-FdU-ECyd mediated activation of cytochrome p450 drug metabolization pathways, which are known to confer chemo-resistance [35]. Interestingly, although these pathways were activated, the antitumor effect of 5-FdU-ECyd was not impaired at all in these cells. Therefore, although 5-FdU-ECyd utilizes similar signaling pathways like cisplatin for its apoptotic effect, it seems to bypass common mechanisms of platinum-resistance. Nevertheless we suppose that the generally impaired apoptotic response of Skov-3-IP, with low caspase 3/7 induction as a surrogate marker, could be explained by a compensative activity of anti-apoptotic pathways in these cells. This assumption is supported by our western blot findings, since we observed a higher basal level of anti-apoptotic survivin and a slight survivin up-regulation in Skov-3-IP after 5-FdU-ECyd treatment. Moreover, there was a lack of anti-apoptotic Bcl-2 downregulation in Skov-3-IP. Additionally, specific resistance mechanism towards antimetabolites could also impair response towards 5-FdU-ECyd, since it is known, for instance, that decreased phosphorylation of ECyd by uridine/cytidine kinase can promote ECyd-resistance [36].

In summary, our *in vitro* study provides further insight into the activity of 5-FdU-ECyd in cancer cells. Moreover, we provide rationale to analyze this therapeutic agent in an ovarian cancer *in vivo* model, in order to further assess its potential utility in platinum-resistant ovarian cancer patients.

## MATERIALS AND METHODS

### Cell culture

Detailed information on the cell lines used are provided in Supplementary Materials. The isogenic human OC cell lines A2780 and A2780cis were purchased from Sigma-Aldrich (Taufkirchen, Germany). Re-authentication of cell lines was successfully performed before the onset of the experiments by a commercial authentication service (DSMZ) using DNA-STR profiling, as soon as a public reference profile was available. Mycoplasma testing by PCR was performed weekly by a commercial in house service.

### Drugs

5-FdU-ECyd was kindly provided by H. Schott. Cisplatin was purchased from Accord Healthcare GmbH (Freilassing, Germany). BKM120 and Olaparib were purchased from Selleck Chemicals (Houston, USA).

### Detection of cell viability, caspase 3/7 activity and cytotoxicity

Cell viability, caspase 3/7 activity and cytotoxicity (primary necrosis) following drug treatment of OC cells *in vitro*, were assessed using the ApoTox-Glo™ Triplex Assay (Promega, Fitchburg, USA). This assay quantifies the activity of “live-cell protease” as an estimate for cell viability, caspase 3/7 activity as an estimate of apoptosis induction and “dead-cell protease” as an estimate of cytotoxicity, which corresponds to primary necrosis. Briefly, OC cells were seeded at a density of 10.000 cells/well in a 96-well plate. Cells were incubated for 24 h in standard cell culture medium, subsequently incubated for 48 h with drug-containing medium and finally assayed, according to the manufacturer's instructions. Cell viability and cytotoxicity were detected with a fluorescence reader (Infinite M200, Tecan, Männedorf, Switzerland) at 505 nm or 520 nm, respectively. Caspase 3/7 activity was quantified by a luminescence reader (Microplate Luminometer LB96 V, EG&G Berthold, Bad Wildbad, Germany). All experiments were performed in technical triplicates and results were averaged from three independent experiments. Log(Dose) vs. response curves (variable slope) were drawn with Prism 6.04 (GraphPad Software, CA, USA).

### Western blot analysis

A2780, A2780cis and Skov-3-IP cells were grown to 80-90 % subconfluency, trypsinized, lysed in RIPA Lysis Buffer (Santa Cruz, Dallas, USA) and shaked for 30 min with 350 rpm at 4 °C in order to prepare whole cell lysates. Subsequently, 20 μg whole cell lysate per sample were subjected to a 4-12 % Bis-Tris protein gel (Thermo Fisher Scientific) and transferred onto nitrocellulose (NC) membranes (Amersham^TM^ Protran^TM^ Premium 0.45 μm NC, GE Healthcare Life science, Chalfont St Giles, UK). After protein transfer, membranes were blocked overnight in 1xPBS/ 0.1 % Tween20 (PBS-T), supplemented with 5 % (w/v) skimmed milk. Subsequently, (dissected) NC-membranes were incubated with anti-ß-actin (AC-74) antibody (Sigma-Aldrich, Taufkirchen, Germany; 1:10^5^ in PBS-T), anti-survivin (71G4B7) antibody (Cell Signaling Technology, Boston, USA; 1:10^4^ in PBS-T), anti-Bcl-2 (C-2) antibody (Santa Cruz; 1:100 in PBS-T), anti-cleaved PARP (Asp214) (D64E10) antibody (Cell Signaling Technology; 1:500 in PBS-T) anti-LC3B (D11) antibody (Cell Signaling Technology; 1:500 in PBS-T) or primary rabbit-anti-phospho-pH2A.X antibody (Cell Signaling Technology) for 1 h at room temperature. Membranes were incubated for detection with secondary antibodies, raised against rabbit and linked with HRP (Cell Signaling Technology) or raised against mouse and linked with HRP (Dianova, Hamburg, Germany) for 1 h at room temperature.

### Colony formation assay

Colony formation assays were applied, in order to characterize 2-dimensional clonogenic growth of OC cells after treatment with cytotoxic agents. Therefore, cells were plated in a 6-well format at very low density (500 cells per 3 ml cell culture medium per well), allowing each single cell to grow into a colony. After 48 h, cells were incubated with 5-FdU-ECyd or cisplatin containing medium at the indicated concentrations for 6 d, fixed (10 % formaldehyde, 2 ml per well, 30 min) and stained with 0.05 % crystal violet 2 ml per well, 30 min). Resulting colonies were counted under a light microscope. A focal accumulation of at least 50 stained cells was considered a “cell colony”. All experiments were performed in technical duplicates and colony counts were averaged from three independent experiments. Statistical analysis was performed with Prism 6.04 (GraphPad Software, CA, USA), using the paired t-test.

### Spheroid destruction assay

Spheroid destruction assays were applied, in order to characterize 3-dimensional spheroidal growth of OC cells after drug treatment. For this assay, PA-I OC cells were applied, which form stable spheroidal aggregates (with a regular membrane-like structure) under serum free and low attachment conditions. Briefly, 96-well plates were prepared by adding 50 μl 2 % (w/v) agarose solution per well, which solidifies during incubation at 37 °C for 30 min. Subsequently, PA-I OC cell were seeded with a density of 500 cells/well in 100 μl culture medium. After 3-4 days, when stable spheroids had formed and reached their final diameter, drug containing medium was added for 72 h. The effect of drug treatment on spheroidal structures was monitored every 24 h by light microscopy. All drug concentrations were tested on OC spheroids in technical triplicates and were repeated among three independent experiments.

### Immunofluorescent staining

For γH2AX/EdU-immunofluorescence analysis, 40.000 cells/well were seeded on coverslips in a 24-well plate and cultured for 24 h in standard cell culture medium, followed by incubation with 5-FdU-ECyd containing medium (0.1 μM 5-FdU-ECyd for A2780 and A2780cis; 0.4 μM for Skov-3-IP) for 48 h. Subsequently, cells were treated for 2 h with 10 μM EdU (Thermo Fisher Scientific) and fixed in 2 % formaldehyde. For γH2AX staining, samples were incubated with a primary rabbit-anti-phospho-pH2A.X antibody (Cell Signaling Technology) overnight at 4 °C and with an Alexa Fluor 488–conjugated secondary antibody (Dianova) for 90 min at room temperature. For EdU staining, the Click-iT® EdU Alexa Fluor® 555 Imaging Kit (Thermo Fisher Scientific) was used following the manufacturer's instructions. The quantitative analysis of γH2AX foci is described in Supplementary Materials.

### Migration assay

Migration assays were performed by the commercially available μ-Slide 8 Well Grid-500 system (Ibidi, Martinsried, Germany), according to the manufacturer's instruction. This system is a standardized variant of the manual scratch assay, which allows setting a standardized gap in a confluent monolayer of cells, which can subsequently be monitored for continuous occupation by migrating cells. Briefly, 14.000 cells were seeded per chamber in a volume of 70 μl standard growth medium or 5-FdU-ECyd containing medium at the indicated concentrations. After 24 h incubation, inserts were removed and cells were incubated in drug-free standard growth medium for a total time period of 29 h, allowing them to migrate into the gap. Microscopic assessment of gap closure was performed directly after medium change (baseline) and at 3 h, 24 h and 29 h. Relative migration was calculated by measuring the percentage of the cell free area in each condition, compared to untreated control cells. As a positive control for this assay, Skov-3-IP cells were treated with 1 μM BKM120 (Selleck Chemicals, Houston, USA) and 2 μM Olaparib (Selleck Chemicals) after insert removal, resulting in a significantly reduced migration up to 40 % (p=0.001, Supplementary Figure 4). Statistical analysis was performed with Prism 6.04 (GraphPad Software, CA, USA), using the two-way analysis of variance (ANOVA) test.

### RNA isolation and whole transcriptome sequencing

For Whole-Transcriptome Sequencing (RNA-Seq), 2×10^6^ cells (A2780) or 2.5×10^6^ cells (A2780cis) were seeded in T-75 flasks. After 48 h, medium was removed and replaced with 1 μM 5-FdU-ECyd containing medium or standard growth medium as control. After 6 h or 12 h drug treatment, cells were harvested for RNA extraction, according to the miRNeasy Mini Kit (Qiagen, Hilden, Germany). On column DNA digestion was included into this protocol, in order to remove residual contaminating genomic DNA. All experiments were done in triplicates and according to the manufacturer's instructions. For library preparation we used the TruSeq Stranded Total RNA Library Prep Kit (Illumina) according to the manufacturer's protocol, starting with 1 μg total RNA. All barcoded libraries were pooled and sequenced 2×75bp paired-end on an Illumina NextSeq500 platform to obtain a minimum of 10 Mio reads per sample.

### Bioinformatic analysis

Detailed information about the bioinformatic analysis is described in Supplementary Materials. Briefly, reads were trimmed using trimmomatic [37] and aligned using STAR [38]. Read counts were extracted from the alignments using featureCounts method of the Rsubread package [39]. DESeq2 was applied to identify differentially expressed genes using standard parameter settings [40]. Only genes with multiple testing adjusted p-values (padj from DESeq2) < 0.05 were considered significant.

Pathway analysis was performed using three different approaches. First, Gene Ontology (GO) and KEGG enrichment of differentially expressed gene lists were calculated using DAVID Bioinformatics Resource [41]. Secondly, the R package gage was applied on the log_2_ fold-changes (log_2_ FC) of all genes for the different conditions using KEGG pathways [42]. Thirdly, the R package fgsea was used for a full gene set enrichment analysis. Log_10_ (p-value) * signum(log_2_ FC) was used as rank function and 100,000 permutations for p-value calculation of pathway enrichments.

### Data availability

Raw data files and quantified gene expression information (as described above) have been submitted to Gene Expression Omnibus (GEO) with the accession number GSE98230.

### Drug interaction analysis

Drug interaction analysis between 5-FdU-ECyd and cisplatin was based on cell viability data, obtained by the fluorometric Cell Titer Blue^®^-Assay (Promega, Fitchburg, USA), according to the manufacturer's instructions. Statistical analysis was performed by the combination index method [43], which is based on the combination of drugs at a broad range of equipotent molar concentrations or, as our modification, with standard cisplatin dose-response curves with a fixed 5-FdU-ECyd concentrations at each reading point. Additional information to this method is provided in Supplementary Materials.

## SUPPLEMENTARY MATERIALS FIGURES AND TABLES

## Abbreviations

5-FdU: 2'-deoxy-5-fluorouridine
5-FU: 5'-fluorouracil
AP1: activating protein-1
CI: combination index
DEG: differentially expressed genes
DSBs: double strand breaks
ECyd: 3'-C-ethynylcytidine
FC: fold change
GO: Gene Ontology
IC_50_: half maximal inhibitory concentration
NC: nitrocellulose
OC: ovarian cancer
PBS-T: 1xPBS/ 0.1 % Tween20

## References

[1] Siegel R, Ma J, Zou Z, Jemal A (2014). Cancer statistics, 2014. CA Cancer J Clin.

[2] Ke C, Hou Y, Zhang H, Fan L, Ge T, Guo B, Zhang F, Yang K, Wang J, Lou G, Li K (2015). Large-scale profiling of metabolic dysregulation in ovarian cancer. Int J Cancer.

[3] Pujade-Lauraine E, Hilpert F, Weber B, Reuss A, Poveda A, Kristensen G, Sorio R, Vergote I, Witteveen P, Bamias A, Pereira D, Wimberger P, Oaknin A (2014). Bevacizumab combined with chemotherapy for platinum-resistant recurrent ovarian cancer: the AURELIA open-label randomized phase III trial. J Clin Oncol.

[4] du Bois A, Quinn M, Thigpen T, Vermorken J, Avall-Lundqvist E, Bookman M, Bowtell D, Brady M, Casado A, Cervantes A, Eisenhauer E, Friedlaender M, Fujiwara K (2005). 2004 consensus statements on the management of ovarian cancer: final document of the 3rd International Gynecologic Cancer Intergroup Ovarian Cancer Consensus Conference (GCIG OCCC 2004). Ann Oncol.

[5] Martin LP, Schilder RJ (2009). Management of recurrent ovarian carcinoma: current status and future directions. Semin Oncol.

[6] Burger RA, Brady MF, Bookman MA, Fleming GF, Monk BJ, Huang H, Mannel RS, Homesley HD, Fowler J, Greer BE, Boente M, Birrer MJ, Liang SX; Gynecologic Oncology Group (2011). Incorporation of bevacizumab in the primary treatment of ovarian cancer. N Engl J Med.

[7] Ledermann J, Harter P, Gourley C, Friedlander M, Vergote I, Rustin G, Scott CL, Meier W, Shapira-Frommer R, Safra T, Matei D, Fielding A, Spencer S (2014). Olaparib maintenance therapy in patients with platinum-sensitive relapsed serous ovarian cancer: a preplanned retrospective analysis of outcomes by BRCA status in a randomised phase 2 trial. Lancet Oncol.

[8] Bookman MA (1999). Extending the platinum-free interval in recurrent ovarian cancer: the role of topotecan in second-line chemotherapy. Oncologist.

[9] Davis A, Tinker AV, Friedlander M (2014). “Platinum resistant” ovarian cancer: what is it, who to treat and how to measure benefit?. Gynecol Oncol.

[10] Schott H, Schott S, Schwendener RA (2009). Synthesis and *in vitro* activities of new anticancer duplex drugs linking 2'-deoxy-5-fluorouridine (5-FdU) with 3'-C-ethynylcytidine (ECyd) via a phosphodiester bonding. Bioorg Med Chem.

[11] Schott S, Wallwiener M, Kootz B, Seeger H, Fehm T, Neubauer H (2011). ATP chemosensitivity testing of new antitumor duplex drugs linking 3`-C-ethynylycytidine (ECyd) and 2 -deoxy-5-fluorouridine (5-FdU) in comparison to standard cytostatica and combinations thereof. Invest New Drugs.

[12] Schott S, Bruning A (2014). Induction of apoptosis in cervical cancer cells by the duplex drug 5-FdU-ECyd, coupling 2'-deoxy-5-fluorouridine and 3'-C-ethinylcytidine. Gynecol Oncol.

[13] Schott S, Niessner H, Sinnberg T, Venturelli S, Berger A, Ikenberg K, Villanueva J, Meier F, Garbe C, Busch C (2012). Cytotoxicity of new duplex drugs linking 3'-C-ethynylcytidine and 5-fluor-2'-deoxyuridine against human melanoma cells. Int J Cancer.

[14] Eicher C, Dewerth A, Ellerkamp V, Fuchs J, Schott S, Armeanu-Ebinger S (2013). Effect of duplex drugs linking 2'-deoxy-5-fluorouridine (5-FdU) with 3'-C-ethynylcytidine (ECyd) on hepatoblastoma cell lines. Pediatr Surg Int.

[15] Weinreich J, Archid R, Bajaeifer K, Hack A, Konigsrainer A, Schott TC (2014). Growth and chemosensitivity of gastric adenocarcinoma and non-malignant cell lines in response to novel anti-cancer drug combinations. Chemotherapy.

[16] Jamieson ER, Lippard SJ (1999). Structure, recognition, and processing of Cisplatin-DNA adducts. Chem Rev.

[17] Galluzzi L, Senovilla L, Vitale I, Michels J, Martins I, Kepp O, Castedo M, Kroemer G (2012). Molecular mechanisms of cisplatin resistance. Oncogene.

[18] Rezaee M, Sanche L, Hunting DJ (2013). Cisplatin enhances the formation of DNA single- and double-strand breaks by hydrated electrons and hydroxyl radicals. Radiat Res.

[19] Lobrich M, Shibata A, Beucher A, Fisher A, Ensminger M, Goodarzi AA, Barton O, Jeggo PA (2010). gammaH2AX foci analysis for monitoring DNA double-strand break repair: strengths, limitations and optimization. Cell Cycle.

[20] Fukushima H, Abe T, Sakamoto K, Tsujimoto H, Mizuarai S, Oie S (2014). 3'-ethynylcytidine, an RNA polymerase inhibitor, combined with cisplatin exhibits a potent synergistic growth-inhibitory effect via Vaults dysfunction. BMC Cancer.

[21] Guo JY, White E (2016). Autophagy, metabolism, and cancer. Cold Spring Harb Symp Quant Biol.

[22] Achilli TM, Meyer J, Morgan JR (2012). Advances in the formation, use and understanding of multi-cellular spheroids. Expert Opin Biol Ther.

[23] Ahmed N, Stenvers KL (2013). Getting to know ovarian cancer ascites: opportunities for targeted therapy-based translational research. Front Oncol.

[24] Lengyel E (2010). Ovarian cancer development and metastasis. Am J Pathol.

[25] Tsao A, Hui EP, Juergens R, Marur S, Huat TE, Cher GB, Hong RL, Hong WK, Chan AT (2013). Phase II study of TAS-106 in patients with platinum-failure recurrent or metastatic head and neck cancer and nasopharyngeal cancer. Cancer Med.

[26] Abdelrahim M, Matsuda A, Naing A (2013). TAS-106: preclinical, clinical and beyond. Oncology.

[27] Espinosa JM (2008). Mechanisms of regulatory diversity within the p53 transcriptional network. Oncogene.

[28] Durchdewald M, Angel P, Hess J (2009). The transcription factor Fos: a Janus-type regulator in health and disease. Histol Histopathol.

[29] Kakutani T, Ebara Y, Kanja K, Takahashi K, Wataya Y (1998). Activation of c-jun and c-fos genes in dNTP imbalance cell death induced with 5-fluoro-2'-deoxyuridine in mouse mammary tumor FM3A cell line. Nucleosides Nucleotides.

[30] Oliveira-Ferrer L, Rossler K, Haustein V, Schroder C, Wicklein D, Maltseva D, Khaustova N, Samatov T, Tonevitsky A, Mahner S, Janicke F, Schumacher U, Milde-Langosch K (2014). c-FOS suppresses ovarian cancer progression by changing adhesion. Br J Cancer.

[31] Chan QK, Lam HM, Ng CF, Lee AY, Chan ES, Ng HK, Ho SM, Lau KM (2010). Activation of GPR30 inhibits the growth of prostate cancer cells through sustained activation of Erk1/2, c-jun/c-fos-dependent upregulation of p21, and induction of G(2) cell-cycle arrest. Cell Death Differ.

[32] Adamsen BL, Kravik KL, De Angelis PM (2011). DNA damage signaling in response to 5-fluorouracil in three colorectal cancer cell lines with different mismatch repair and TP53 status. Int J Oncol.

[33] Sommer H, Santi DV (1974). Purification and amino acid analysis of an active site peptide from thymidylate synthetase containing covalently bound 5-fluoro-2'-deoxyuridylate and methylenetetrahydrofolate. Biochem Biophys Res Commun.

[34] Cohen SM, Lippard SJ (2001). Cisplatin: from DNA damage to cancer chemotherapy. Prog Nucleic Acid Res Mol Biol.

[35] Xie S, Tu Z, Xiong J, Kang G, Zhao L, Hu W, Tan H, Tembo KM, Ding Q, Deng X, Huang J, Zhang Q (2017). CXCR4 promotes cisplatin-resistance of non-small cell lung cancer in a CYP1B1-dependent manner. Oncol Rep.

[36] Bijnsdorp IV, Schwendener RA, Schott H, Fichtner I, Smid K, Laan AC, Schott S, Losekoot N, Honeywell RJ, Peters GJ (2011). Cellular pharmacology of multi- and duplex drugs consisting of ethynylcytidine and 5-fluoro-2'-deoxyuridine. Invest New Drugs.

[37] Bolger AM, Lohse M, Usadel B (2014). Trimmomatic: a flexible trimmer for Illumina sequence data. Bioinformatics.

[38] Dobin A, Davis CA, Schlesinger F, Drenkow J, Zaleski C, Jha S, Batut P, Chaisson M, Gingeras TR (2013). STAR: ultrafast universal RNA-seq aligner. Bioinformatics.

[39] Liao Y, Smyth GK, Shi W (2013). The Subread aligner: fast, accurate and scalable read mapping by seed-and-vote. Nucleic Acids Res.

[40] Love MI, Huber W, Anders S (2014). Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biol.

[41] Huang da W, Sherman BT, Lempicki RA (2009). Systematic and integrative analysis of large gene lists using DAVID bioinformatics resources. Nat Protoc.

[42] Luo W, Friedman MS, Shedden K, Hankenson KD, Woolf PJ (2009). GAGE: generally applicable gene set enrichment for pathway analysis. BMC Bioinformatics.

[43] Reynolds CP, Maurer BJ (2005). Evaluating response to antineoplastic drug combinations in tissue culture models. Methods Mol Med.

[44] Luo W, Brouwer C (2013). Pathview: an R/Bioconductor package for pathway-based data integration and visualization. Bioinformatics.

# Supplementary material for: The conjugated antimetabolite 5-FdU-ECyd and its cellular and molecular effects on platinum-sensitive vs. -resistant ovarian cancer cells in vitro
**Source:** Oncotarget. 2017 Aug 14;8(44):76935–48. doi: 10.18632/oncotarget.20260

# The conjugated antimetabolite 5-FdU-ECyd and its cellular and molecular effects on platinum-sensitive vs. -resistant ovarian cancer cells *in vitro*

## SUPPLEMENTARY MATERIALS

### Cell lines

The isogenic human OC cell lines A2780 (platinum-sensitive), A2780cis (platinum-resistant) were purchased from Sigma-Aldrich (Taufkirchen, Germany) and were cultured in RPMI1640 medium, supplemented with 2 mM glutamine, 10 % fetal calf serum, 100 U/ml penicillin and 100 mg/ml streptomycin (Thermo Fisher Scientific, Waltham, Massachusetts, USA). Every 2-3 passages, the medium of A2780cis cells was additionally supplemented with 1  $\mu$ M cisplatin for one passage, in order to maintain their platinum-resistant characteristics. PA-I cells (cancer cells, derived from human teratocarcinoma at the ovary) were cultured in the same medium as reported above, with additional supplementation of Insulin at 9  $\mu$ g/ml. Platinum-resistant and highly malignant Skov-3-IP OC cells, a well described derivative from commercially available Skov-3 cells, which were originally obtained by *in vivo* passaging of Skov-3 cells in immunodeficient nude mice [1, 2], were cultured in DMEM high glucose medium, supplemented with 2 mM glutamine, 10 % fetal calf serum, 100 U/ml penicillin and 100 mg/ml streptomycin, 1x MEM non-essential amino acid solution and 10 mM HEPES buffer solution (Thermo Fisher Scientific, Waltham (Massachusetts), USA). All cell lines were maintained in a humidified incubator with 5 % CO<sub>2</sub> at 37 °C.

### Quantitative analysis of $\gamma$ H2AX staining

In all assays, nuclei were stained with Hoechst 33342 (5  $\mu$ g/ml in 1 % Normal Goat Serum / 0.3 % Triton X-100-DPBS). Image acquisition was performed using fluorescence microscopy (Zeiss Axiovert 200) with a 40x objective lens. 16-bit images were acquired at random, across the entire microscopy slide. Image analysis was performed with ImageJ (1.49v).  $\gamma$ H2AX foci were counted automatically, using the “find maxima macro” of ImageJ. Therefore, the area of the nucleus was traced using the Hoechst 33342 fluorescence signal. For  $\gamma$ H2AX foci counting, an Alexa Fluor 488 intensity of 35 (A2780 cells and A2780cis) or 70 (Skov-3-IP) was set as threshold, tolerating  $\leq 2$  foci in apparently  $\gamma$ H2AX-negative control cells. According to this threshold, a hundred randomly selected cells were counted for  $\gamma$ H2AX foci in each condition. For combined  $\gamma$ H2AX and cell cycle analysis, cells were co-stained with EdU, which marks proliferating

cells in the S-phase. EdU-positivity was defined as an Alexa Fluor 555 intensity  $\geq 100$ .  $\gamma$ H2AX foci were counted in 10 EdU-positive vs. 10 EdU-negative cells. Experiments were performed in technical triplicates and statistical analysis was done with Prism 6.04 (GraphPad Software, CA, USA) using the unpaired t-test.

### Drug interaction analysis

Drug interaction analysis between 5-FdU-ECyd and cisplatin was based on cell viability data, obtained by the fluorometric Cell Titer Blue®-Assay (Promega, Fitchburg, USA), according to the manufacturer’s instructions. Statistical analysis was performed by the combination index method [3], which is based on the combination of drugs at a broad range of equipotent molar concentrations or, as our modification, with standard cisplatin dose-response curves with a fixed 5-FdU-ECyd concentrations at each reading point. For each combination, a combination index (CI) was calculated, in order to describe the drug interactions dynamics of 5-FdU-ECyd and cisplatin across a broad range of concentrations. A CI-value  $< 0.9$  indicates a synergistic interaction, a CI-value between 0.9 and 1.1 indicates an additive interaction and a CI-value  $> 1.1$  indicates an antagonistic interaction [3]. Log (Dose) vs. response curves (variable slope) were drawn with Prism 6.04 (GraphPad Software, CA, USA).

### RNA-Seq read mapping and differential expression

Raw reads from Illumina sequencers were converted from bcl to fastq format using bcl2fastq (version v2.17.1.14) allowing for 1 barcode mismatch. Reads were trimmed for quality, sequence adapters and cropped to 75nt using trimmomatic [4] with the following parameters: TruSeq3-PE.fa:2:30:10:2:true LEADING:15 TRAILING:15 SLIDINGWINDOW:4:15 MINLEN:36 CROP:75. Trimming resulted in an average of 18 Mio reads per sample (maximum 23.4 Mio, minimum 11.7 Mio).

Reads were aligned to the Gencode genome (GRCh38.p7 primary assembly) using STAR [5] in a 2-pass mapping mode: first, an index was created using the genome sequence and gene annotation (here, Gencode GRCh38.p7 comprehensive gene annotation), against which all reads are aligned.

Second, all detected splice junctions of all samples are merged and used as guide for the second mapping step. The following parameters were used in both steps: `--readFilesCommand zcat --alignIntronMax 500000 --alignMatesGapMax 500000 --outSAMtype BAM SortedByCoordinate --outSAMprimaryFlag OneBestScore --outFilterMultimapNmax 100 --outFilterMismatchNmax 2 --alignSJstitchMismatchNmax 5 -1 5 5`. For the second step, additional parameters are: `--sjdbFileChrStartEnd allSJ.out.tab --limitSjdbInsertNsjs 100000000`, where allSJ.out.tab denotes the collected splice junctions.

Read counts of all annotated genes were extracted from the alignments using featureCounts method of the Rsubread package [6] with the following parameters: `GTF.featureType = "exon", GTF.attrType="gene_id", useMetaFeatures = T, isPairedEnd=T, requireBothEndsMapped=F, allowMultiOverlap=T, countMultiMappingReads=T, fraction=T`. lincRNA and rRNA genes, and genes with 0 counts for all samples were discarded.

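A read that aligns to several positions adds a fraction to the gene at each of them under these settings, and a read that overlaps several genes is not discarded. Between 9.50% and 12.8% of the entries of a library are therefore not whole numbers. A gene with near-identical copies thus receives a part of the reads of its family, and a pseudogene may take a part of the reads of its parent gene. The strand setting is not among the parameters quoted.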

DESeq2 [7] was used to find differentially expressed genes using standard parameters. Multiple testing correction was performed using the Benjamini-Hochberg algorithm. The differentially expressed genes were filtered using the adjusted  $p$ -value  $\leq 0.05$ . Significantly upregulated and downregulated genes were chosen based on a  $\log_2$  fold-change (FC) value of 1.5.

Clustering was done using Euclidean distance and complete linkage. For sample distance analysis, regularized-logarithm transformation (rlog) values from DESeq2 were used for calculation of the Euclidean distance of samples and distance was visualized using the R package ComplexHeatmap [8]. Principal components analysis was done using the R stats package [9]. Unsupervised hierarchical clustering was done using ComplexHeatmap with the 50 top ranking protein-coding genes based on absolute  $\log_2$  FC in the A2780cis cell line.

## Pathway analysis

Pathway analysis was done using three different methods. First, Gene Ontology (GO) and KEGG enrichment of lists of differentially expressed genes with absolute  $\log_2$  FC  $> 1.5$  were calculated using DAVID Bioinformatics Resource [10] based on Ensembl IDs. The background set consisted of all genes passed to DESeq2. Second, the R package gage [11] was applied on the  $\log_2$  FCs of all genes for the different conditions using KEGG pathways. Third, the R package fgsea [12] was used for a full gene set enrichment analysis.  $-\log_{10}(p$ -

value) \* signum ( $\log_2$  FC) was used as rank function and 100,000 permutations for  $p$ -value calculation of pathway enrichments. KEGG pathways were plotted using the R package pathview [13].

## REFERENCES

1. Yu D, Wolf JK, Scanlon M, Price JE, Hung MC. Enhanced c-erbB-2/neu expression in human ovarian cancer cells correlates with more severe malignancy that can be suppressed by E1A. *Cancer Res.* 1993; 53:891-898.
2. Bai F, Feng J, Cheng Y, Shi J, Yang R, Cui H. Analysis of gene expression patterns of ovarian cancer cell lines with different metastatic potentials. *Int J Gynecol Cancer.* 2006; 16:202-209.
3. Reynolds CP, Maurer BJ. Evaluating response to antineoplastic drug combinations in tissue culture models. *Methods Mol Med.* 2005; 110:173-183.
4. Bolger AM, Lohse M, Usadel B. Trimmomatic: a flexible trimmer for Illumina sequence data. *Bioinformatics.* 2014; 30:2114-2120.
5. Dobin A, Davis CA, Schlesinger F, Drenkow J, Zaleski C, Jha S, Batut P, Chaisson M, Gingeras TR. STAR: ultrafast universal RNA-seq aligner. *Bioinformatics.* 2013; 29:15-21.
6. Liao Y, Smyth GK, Shi W. The Subread aligner: fast, accurate and scalable read mapping by seed-and-vote. *Nucleic Acids Res.* 2013; 41:e108.
7. Love MI, Huber W, Anders S. Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. *Genome Biol.* 2014; 15:550.
8. Gu Z, Eils R, Schlesner M. Complex heatmaps reveal patterns and correlations in multidimensional genomic data. *Bioinformatics.* 2016; 32:2847-2849.
9. Team RC. R: a language and environment for statistical computing. R Foundation for Statistical Computing, Vienna, Austria. <http://www.R-project.org/>.
10. Huang da W, Sherman BT, Lempicki RA. Systematic and integrative analysis of large gene lists using DAVID bioinformatics resources. *Nat Protoc.* 2009; 4:44-57.
11. Luo W, Friedman MS, Shedden K, Hankenson KD, Woolf PJ. GAGE: generally applicable gene set enrichment for pathway analysis. *BMC Bioinformatics.* 2009; 10:161.
12. Sergushichev A. An algorithm for fast preranked gene set enrichment analysis using cumulative statistic calculation. *bioRxiv.* 2016. <https://doi.org/10.1101/060012>.
13. Luo W, Brouwer C. Pathview: an R/Bioconductor package for pathway-based data integration and visualization. *Bioinformatics.* 2013; 29:1830-1831.

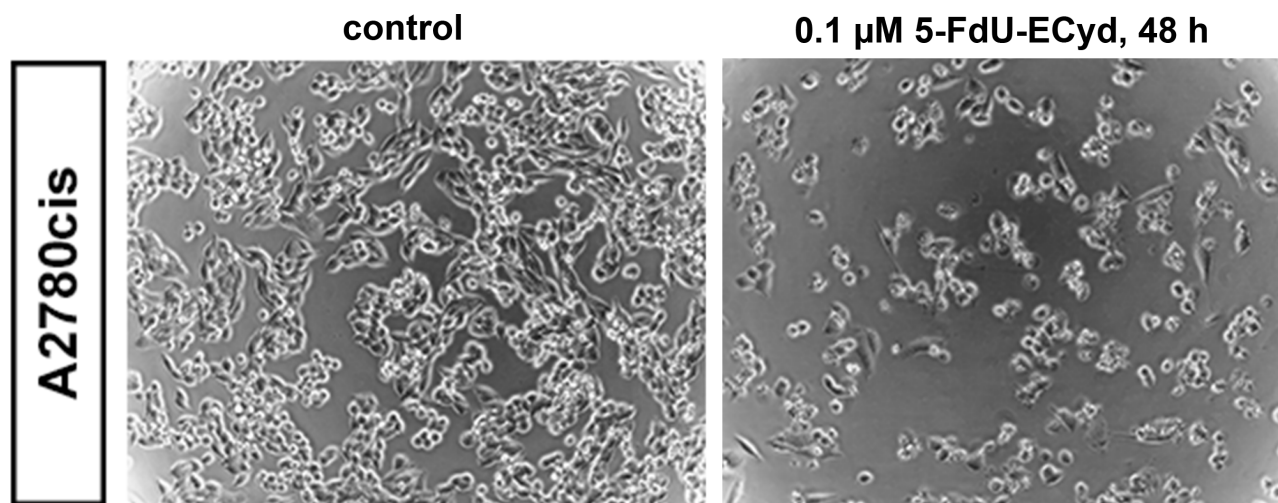

**Supplementary Figure 1: The effect of 5-FdU-ECyd on the morphology of platinum-resistant ovarian cancer cells.** The figure shows a representative example, how nanomolar 5-FdU-ECyd treatment (0.1 μM, 48 h) changes the morphology of platinum-resistant ovarian cancer cells (A2780cis). The confluency was clearly decreased, accompanied by morphological signs of apoptosis, such as cell fragmentation.

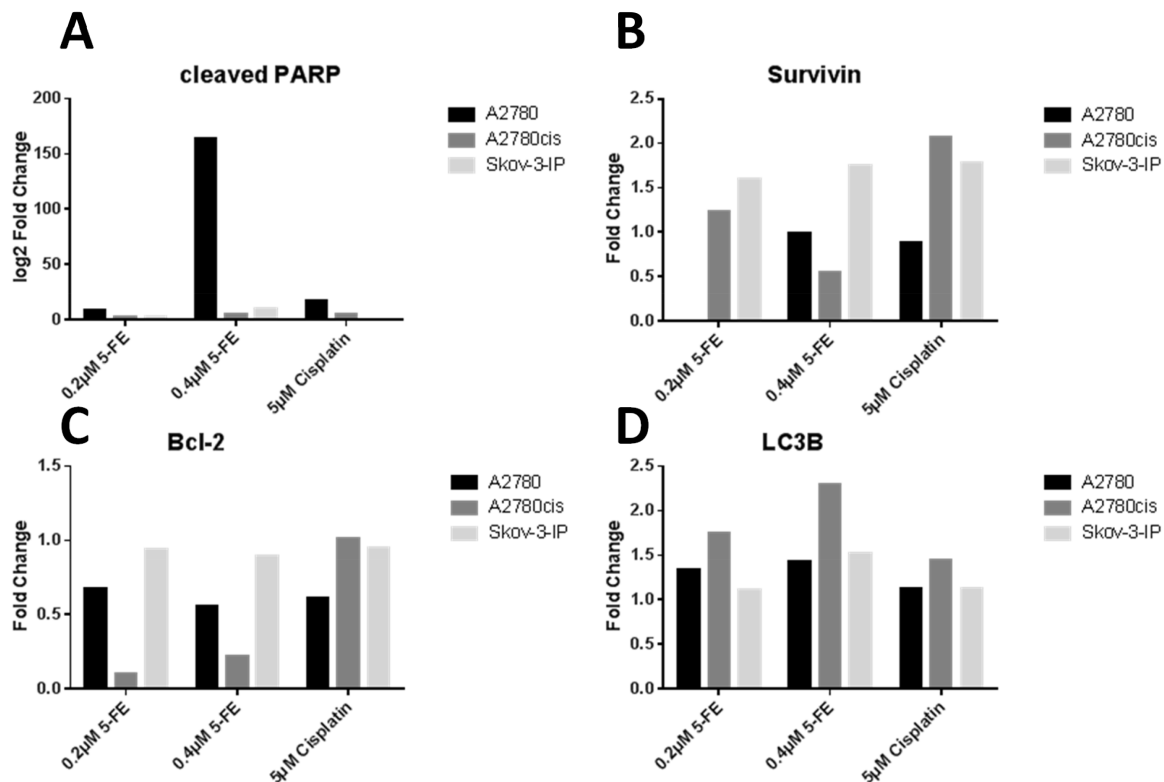

**Supplementary Figure 2: Apoptosis and autophagy induction by 5-FdU-ECyd treatment.** The bar charts show densitometric assessment of western blot analysis (Figure 1B in the manuscript). Calculated band density was normalized to  $\beta$ -actin and is reported as fold change (or log2 fold change) in reference to untreated control.

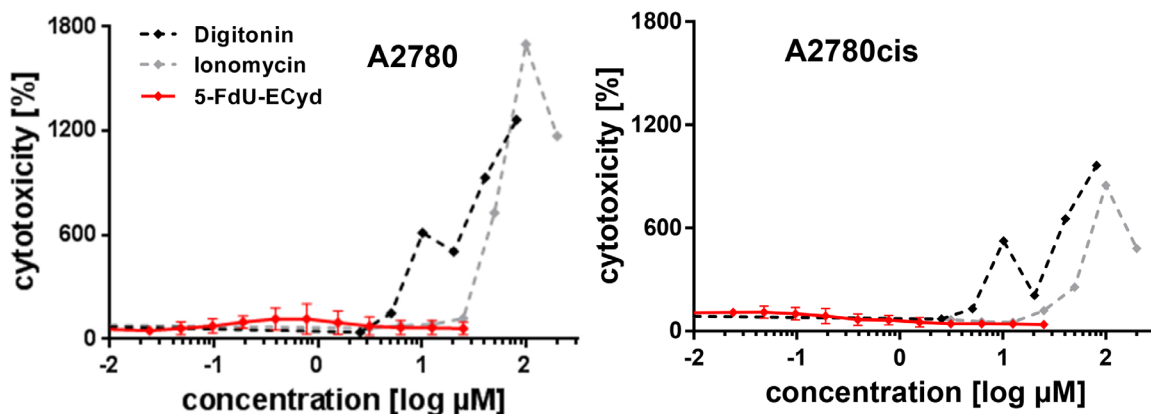

**Supplementary Figure 3: Cytotoxicity assay of 5-FdU-ECyd treated ovarian cancer cells.** The figure shows representative results from a cytotoxicity assay of platinum-sensitive A2780 and platinum-resistant A2780cis cells, following treatment across a broad range of 5-FdU-ECyd concentrations (0.024  $\mu\text{M}$  – 25  $\mu\text{M}$ , red dashed line). No evidence of cytotoxicity (primary necrosis) was observed. Digitonin (black dashed line) and Ionomycin (grey dashed line) were used as positive control and show robust cytotoxicity induction in both cell lines. Normalized percentages of cytotoxicity in 5-FdU-ECyd treated cells were averaged from three independent experiments and are reported as mean  $\pm$  SD.

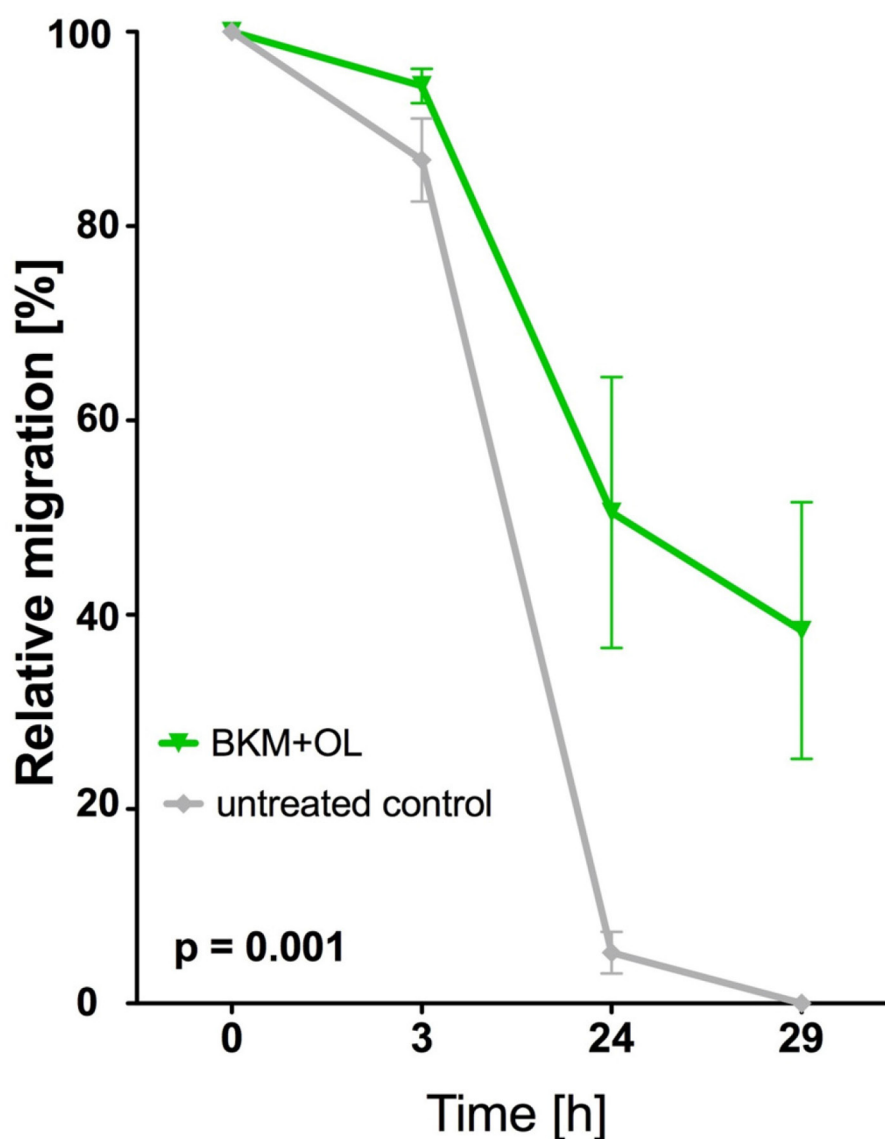

**Supplementary Figure 4: Migration assay of 5-FdU-ECyd treated ovarian cancer cells.** The figure shows the relative migration of platinum-resistant Skov-3-IP ovarian cancer cells after treatment with 1  $\mu$ M BKM120 and 2  $\mu$ M Olaparib (green line), compared to untreated control cells (grey line). Relative migration refers to the percentage of the cell free area over time. Values were calculated from three independent experiments and are reported as mean  $\pm$  SEM. According to the two-way analysis of variance test (ANOVA), a statistically significant reduction in cell migration is shown after combined BKM120 and Olaparib treatment and therefore, this setting serves as positive control for this assay.

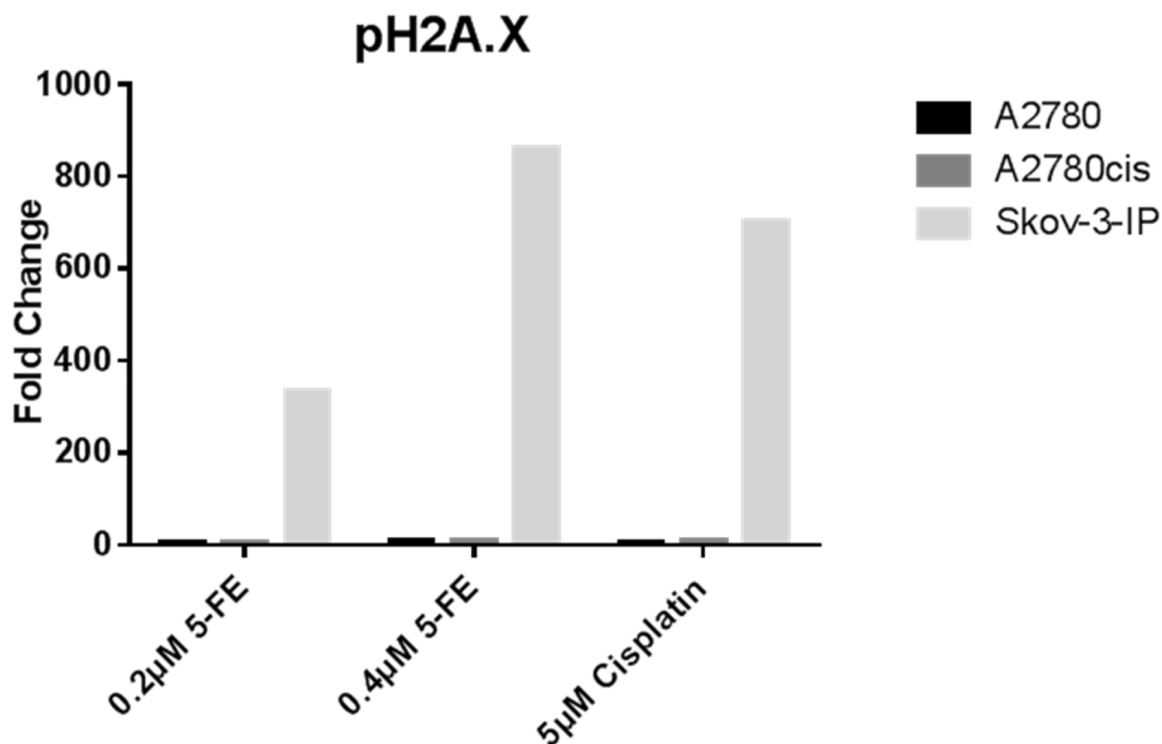

**Supplementary Figure 5: DNA double strand break analysis in 5-FdU-ECyd treated cells.** The bar chart shows densitometric assessment of western blot analysis (Figure 4A in the manuscript). Calculated band density was normalized to  $\beta$ -actin and is reported as fold change in reference to untreated control.

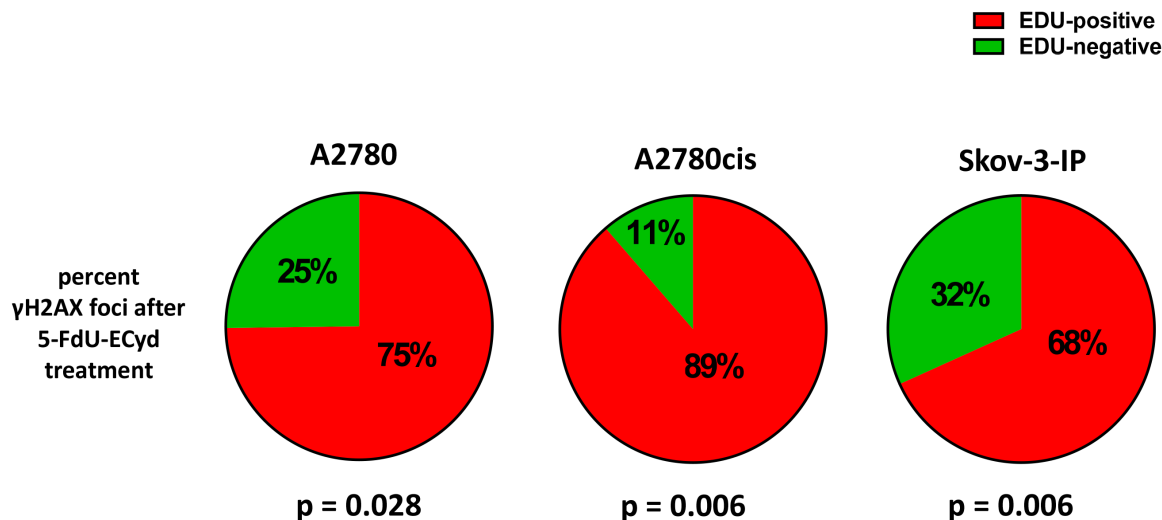

**Supplementary Figure 6: Cell cycle dependence of  $\gamma$ H2AX foci formation by 5-FdU-ECyd treatment in OC cells.** The pie chart shows the percentage of  $\gamma$ H2AX foci, following treatment with 5-FdU-ECyd (A2780 and A2780cis: 0.1 nM, Skov-3-IP: 0.4 nM), in EdU-positive S-phase cells vs. non-replicating EdU-negative cells. Statistical significance was calculated, according to the student's t-test.

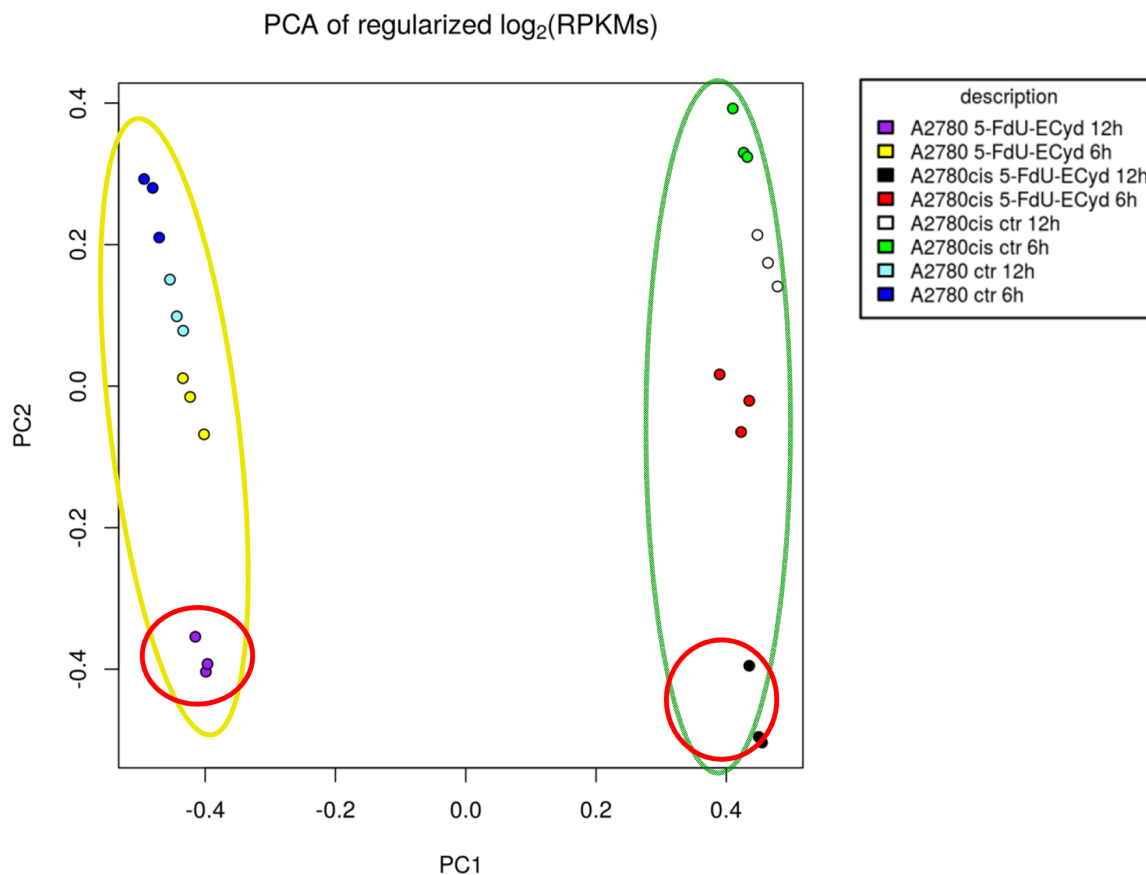

**Supplementary Figure 7: Principal components analysis (PCA) of RNA-seq expression data in A2780 and A2780cis with and without 5-FdU-ECyd treatment shows clear grouping of samples into biological triplicates (color coded). PCA reveals clear separation of platinum-sensitive A2780 cells (yellow circle) and A2780cis cells (green circle) as well as marked separation after 5-FdU-ECyd treatment for 12 h in both cell lines (red circles).**

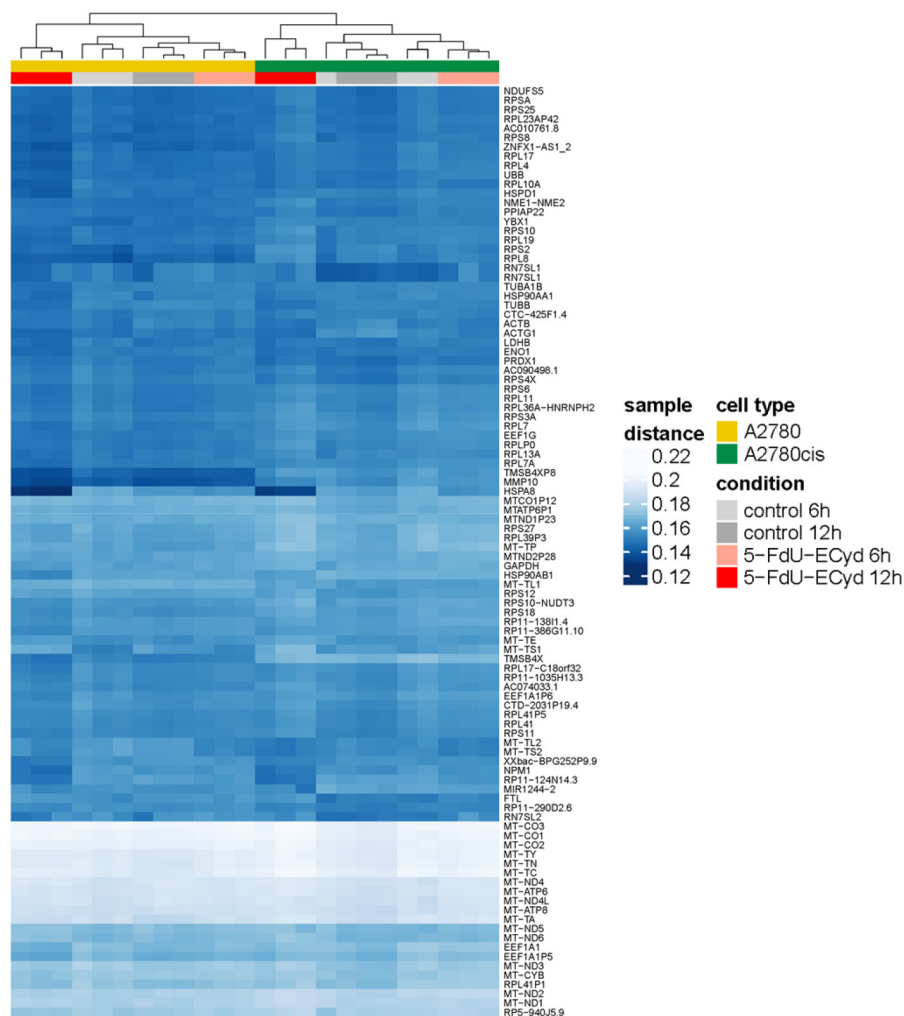

**Supplementary Figure 8: Differential gene expression in 5-FdU-ECyd treated ovarian cancer cells.** Heat map showing unsupervised hierarchical clustering using the top 100 expressed genes over all cell lines and conditions. The top color bar represents the cell line and the second color bar the treatment type (done in triplicates). Each column denotes a sample. Each row denotes a single gene and their expression pattern across the samples. The dendrogram on the x-axis shows the grouping of same samples. Samples cluster in two main groups according to the cell type (A2780 and A2780cis) and within both of these groups there is clear separation of cells treated with 5-FdU-ECyd for 12 h (dark red).

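The 100 most expressed genes took between 18.0% and 25.4% of the counts of a library. They included 33 ribosomal protein, 12 mitochondrial and 7 heat shock protein genes. Clustered on their rlog values, the libraries split by cell line first, and 7 of the 8 groups formed a branch of their own, the treated groups of 12 h among them. Past the threshold at 12 h, 4 of these genes were up- and 49 down-regulated in A2780, and 46 were up- and 29 down-regulated in A2780cis.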

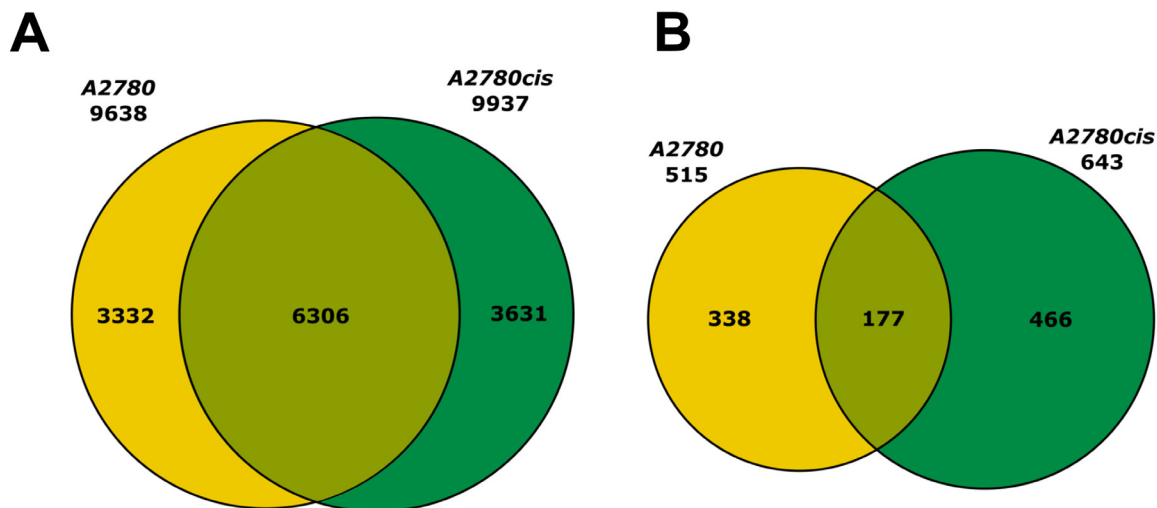

**Supplementary Figure 9: Differentially expressed genes between 5-FdU-ECyd treated and untreated cells in A2780 and A2780cis ovarian cancer cell lines.** The venn diagramme depicts the number of differentially expressed genes after 5-FdU-ECyd treatment for 12 h in platinum-sensitive A2780 cells (yellow circle) and platinum-resistant A2780cis cells (green circle) and the overlap of both cell lines (brown intersection shape). **(A)** Significantly differentially expressed genes based on p-value < 0.05 adjusted for multiple testing by Benjamini-Hochberg procedure. **(B)** Significantly differentially expressed genes (adjusted p-value < 0.05) with an absolute log<sub>2</sub> fold-change ≥ 2.

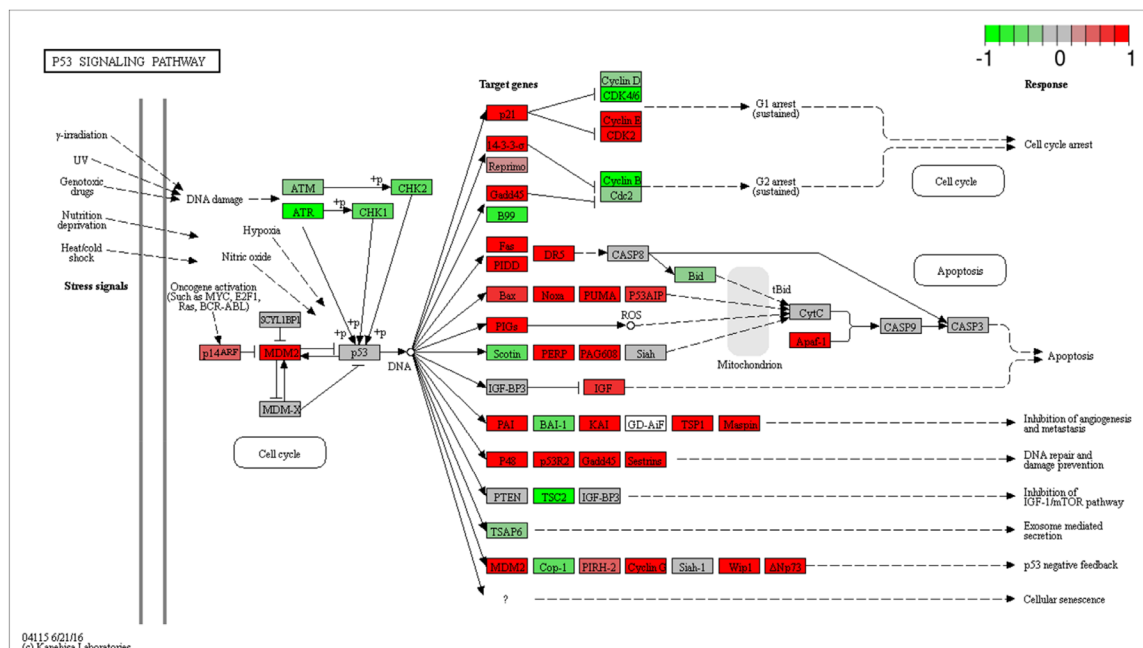

**Supplementary Figure 10: Upregulation of the p53-pathway following 5-FdU-ECyd treatment of platinum-sensitive A2780 ovarian cancer cells.** Plots showing the p53-pathway with genes color coded according to normalized log2 fold-changes after 12 h 5-FdU-ECyd treatment in A2780 platinum-sensitive ovarian cancer cells. KEGG pathways were plotted using the R package pathview.

**Supplementary Figure 11: Upregulation of the p53-pathway following 5-FdU-ECyd treatment of platinum-resistant A2780cis ovarian cancer cells.** Plots showing the p53-pathway with genes color coded according to normalized log2 fold-changes after 12 h 5-FdU-ECyd treatment for A2780cis platinum-resistant ovarian cancer cells. KEGG pathways were plotted using the R package pathview.

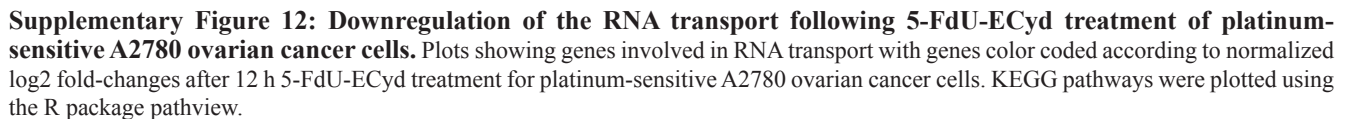

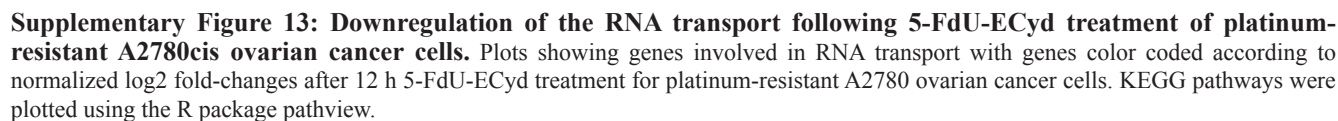

**Supplement:** Supplementary file 1

How the deposited data were processed for this re-analysis (not part of the article)

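Whole transcriptome sequencing of A2780 and A2780cis cells, untreated or treated with 1 μM 5-FdU-ECyd for 6 h or 12 h, was analysed from the table of counts that the authors deposited, with 24 libraries in 8 groups of 3. Other experiments of the paper were not analysed here. The deposited values are expected counts: per the supplement, the authors trimmed the reads, aligned them with STAR to GRCh38, and counted them on the exons of each gene with featureCounts, with a fraction for each position of a read with several alignments and with reads that overlap several genes allowed. The values are not normalized, and between 9.50% and 12.8% of the entries of a library are not whole numbers. The strand setting was not found in the paper or its supplement. The labels describe single reads and the paper paired-end reads. The supplement states that lincRNA, rRNA and all-zero genes were discarded, but 46 rRNA genes and 20262 genes without a count are in the table. It also holds 14157 genes of the lncRNA class, which is wider than lincRNA. Genes were matched by identifier to GENCODE release 44, which lists 56948 of the 63299.

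Counts were rounded and analysed in R 4.3.3 with edgeR 4.0.16. Genes that passed filterByExpr (minimum count 10, minimum total 15), 20240 in number, were normalized with TMM and fitted with a quasi-likelihood negative binomial model with 1 coefficient per group and no covariates (16 residual degrees of freedom). All adjusted p-values of genes come from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, two-sided, with a threshold of 0.05. Treated cells were compared with untreated cells of the same line and time, the interaction tested whether the 12 h log2 FC differs between the lines, and untreated cells of 12 h were compared with those of 6 h. Standard errors are the absolute log2 FC divided by the square root of the F statistic. Gene lists were tested with camera of limma 3.58.1 and a preset correlation of 0.01, and also with fry, with an estimated correlation and with fgsea 1.28.0. rlog values and the Wald tests tried as alternatives came from DESeq2 1.42.0. Figures were drawn with Python 3.11.15, pandas 2.3.3 and matplotlib 3.10.9.

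The genes named are all those that the paper names in its transcriptome results, except 1 that is not reported here, and, for each comparison, the 3 largest fitted increases and 3 largest decreases among genes past the threshold with a mean log2 CPM of at least 2 and no overlap between the groups (a condition not set for the interaction), together with up to 3 members of a list with the smallest p. The mean log2 CPM is that over all 24 libraries of both lines. The genes so chosen by comparison were carried through the alternatives, but those of 6 h and of the untreated cells are not all named in the text. This rule, the pathway gene lists, the tests of genes and lists and all alternatives but the removal of lncRNA and rRNA genes were set before the data were examined. The alternatives were size factors as in DESeq2, scaling by library size alone, no filter on low counts, counts not rounded, the replicate number as a block, a fit of the compared samples alone, the DESeq2 Wald test with and without shrunken fold changes, each compared library left out in turn, other tests of the lists and other values for the clustering. Totals per library ranged from 11077368 to 21901406. At most 3 counts in every library of a group was taken as the floor. The procedure was tested on simulated data with the same groups and library sizes. In 1 group, 200 genes with a mean log2 CPM above 2 were raised or lowered by 1 log2 unit. Of these 197 were called, and of 19635 unchanged genes 24. A response of most genes, and changes of genes near the floor, were not simulated, so the test does not cover them.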

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

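The test of snRNA genes with a 5S rRNA covariate, the counts of other divisions for single lists and the breakdown of the divisions by cell line were chosen after the results they bear on had been seen. The other tests were chosen once the patterns were known, and their predictions were written before the tests were run, that of the summed ribosomal protein counts last, after all the others had been seen.

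The response at 12 h differed between A2780 and A2780cis in the interaction test for 4790 genes. With every library thinned to 11077060 counts, 4308 genes passed the threshold, 4020 of them the same, and with trends on GC content and transcript length removed 6649 did, 4227 of them the same. Both tests argue against depth and these trends as the whole cause. A single scaling factor per library would move all genes one way, but 723 called genes lay over 1 log2 unit above the median of all genes and 662, or 13.8%, lay as far below it. Of 100 divisions of the libraries within the lines, 11 gave at least as many genes, the real one included. The other 10 were among the 19 that kept the real groups of one line, where the treatment effect of that line stays in the interaction, with up to 8887 genes. None of the 80 that mixed the groups of both lines gave as many, but mixing widens the spread within groups, which by itself lowers the number. A difference between the lines in how they respond stays open as an untested biological explanation.

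Of the genes that the paper names and those with the largest interactions, 15 differed between the lines. Those with the largest interactions were chosen among genes past the threshold, so they differ by that choice. In log2 FC, the response in A2780cis was higher by 1.24 for CDKN1A (adjusted p = 1.83e-06, edgeR), 1.38 for FOS (7.92e-05) and 0.83 for SESN2 (2.70e-04). The interaction was -2.14 for FAS (9.65e-09), -1.19 for CCNE2 (5.82e-06), -1.41 for SFN (0.0465), -0.87 for NFKBIA (6.55e-05), -0.70 for IKBKB (4.10e-04) and -0.48 for APAF1 (0.0428). MYO6 rose from 0.353 ± 0.158 to 6.46 ± 0.460 CPM in A2780 and changed from 71.5 ± 4.37 to 36.4 ± 6.68 CPM in A2780cis (-5.08, adjusted p = 4.83e-12). CAMK4, without a count in untreated and with up to 24 in treated A2780 cells, changed from 22.6 ± 2.28 to 10.2 ± 1.52 CPM in A2780cis (adjusted p = 2.05e-07), and PDLIM1, with at most 6 counts in A2780, from 28.2 ± 1.92 to 25.8 ± 2.24 CPM (adjusted p = 9.04e-04). The 5S rRNA copies RNA5S5 (adjusted p = 0.00421), RNA5S13 (0.00421) and RNA5S6 (interaction 7.20, 0.00410) share their reads. Within groups of 12 h, libraries differed in the share of 5S rRNA genes, without their pseudogenes, by 49.2 times in untreated and 32.6 times in treated A2780 cells. In A2780cis they differed by 1.80 and 1.63 times. The largest range, 109 times, was that of A2780cis treated for 6 h, a group outside this comparison. With the pseudogenes that share ranged from 9.87e-04% to 0.0402% in the same group. After thinning to equal depth 14 of the 15 passed the threshold, all but SFN (adjusted p = 0.110), and after removal of the GC and length trends 14 did, all but APAF1 (0.0851). For the others these tests argue against depth and those trends, and a biological difference between the lines stays open and untested.

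Lists of genes also differed between the lines. By camera, the adjusted p was 1.14e-20 for ribosomal proteins (median 0.64, higher in A2780cis for 79 of 79), 6.92e-17 for nuclear and 1.01e-06 for mitochondrial genes of oxidative phosphorylation, 3.98e-04 for aminoacyl-tRNA synthetases (median 0.19, 34 of 44 higher), 0.00567 for cytochrome P450 drug metabolism and 2.87e-05 for snRNA genes (median 0.90, 30 of 39 higher). The response was lower in A2780cis for apoptosis (6.87e-05), p53 target genes (0.00667, median -0.35, 22 of 35 lower) and p53 signaling (0.0127, median -0.20, 40 of 62 lower). As many lists passed the threshold in 40 of the 100 divisions, the real one included. The number of divisions with as small a p was 2 for apoptosis, 2 for mitochondrial and 10 for nuclear genes of oxidative phosphorylation, 12 for ribosomal proteins, 25 for snRNA genes, 27 for p53 signaling, 29 for cytochrome P450, 40 for aminoacyl-tRNA synthetases and 51 for p53 target genes. Part of the treatment effects stays in these divisions, 19 of which keep the real groups of one line, so that the numbers do not measure a rate of false calls. After removal of GC and length trends the p53 lists did not pass the threshold (adjusted p = 0.0777 and 0.0598), nor did the snRNA genes (0.299). The median difference of the snRNA genes then changed its sign, to -0.29.

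For ribosomal protein genes the median difference was 0.581 with the GC and length trends removed, and the adjusted p 1.43e-22 after thinning. For nuclear genes of oxidative phosphorylation these values were 0.451 and 3.20e-18. Neither depth nor these trends account for the differences. The 283 tested ribosomal protein pseudogenes had a median difference of 0.681, which decides nothing, since reads shared in fractions make them follow their parent genes. Reads that pass between genes and pseudogenes leave the sum of both unchanged, and the summed counts of the ribosomal protein genes and 1598 pseudogenes had a difference of 0.619 (standard error 0.196), against 0.619 for the genes alone, which argues against such reads as the cause. With a correlation estimated from the data neither list passed the threshold (adjusted p = 0.187 and 0.187, the highest over the alternatives, against 1.34e-26 and 1.26e-20 at the lowest), so that variation between libraries that moves these genes together stays open, beside a biological difference.

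Untreated cells differed between 6 h and 12 h for 5435 genes in A2780 and 8083 in A2780cis, a comparison that the paper does not report. No other of the 10 divisions of a line's untreated libraries gave as many genes (1 of 10 in A2780 and 1 of 10 in A2780cis, the smallest share possible). Those divisions mix both times within their groups, which widens the spread and by itself lowers the number. Thinned to equal depth, 5115 and 6720 genes passed the threshold, 4735 and 6284 of them the same. With GC and length trends removed, 2568 and 3016 did, 1589 and 2108 of them the same, so that under 0.5 of the number stayed. Such a trend may therefore account for much of the difference, although its removal can also take away a biological change that follows GC content or length. Without replicate 1 of the untreated A2780 cells of 6 h, where the trend held 24.8% of the variance, 1846 genes were called, without replicate 3 of those of 12 h 2324, and in A2780cis without replicate 3 of 12 h 4985. Across genes the changes of both lines correlated (Spearman 0.650, genes not being independent replicates), which a batch by time and an effect of time in culture both predict. They cannot be told apart, because each time point would be its own batch.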

How the results depend on the processing

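The removal of lncRNA and rRNA genes was chosen after the data were seen, and the lncRNA class removed is wider than the lincRNA of the supplement.

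Numbers of DEG at 12 h, their overlap and the interaction stayed within 1.5 times under every alternative. Without a filter on low counts, 1705 genes in A2780 and 2128 in A2780cis reached an absolute log2 FC of 2 at 12 h, and 317 in A2780 at 6 h, a setting under which genes with few counts enter the test. In fits of the compared samples alone, 297 were shared at 12 h, and 79 and 153 were reached at 6 h. With the shrunken fold changes of DESeq2 (betaPrior), 85 and 187 were reached at 6 h. For these fits the cause was not tested. With 1 library left out, the number of DEG at 6 h in A2780 ranged from 3805 to 5987 (lowest without replicate 1 of the untreated cells, and 3963 without replicate 1 of the treated ones), and that of genes that differ over time in untreated cells from 1846 to 5697 in A2780 and from 4985 to 8421 in A2780cis. With the replicate block, 10932, 11951 and 7810 genes were called at 12 h in A2780, A2780cis and both. On the 500 most variable genes, 5 groups had a branch of their own. On the 50 genes ranked in A2780cis, 24 libraries lay on the branch of their treatment with log2 CPM in place of rlog values. On those ranked in A2780, the 6 libraries treated for 6 h still joined the untreated ones. The cause was not tested.

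Single genes near 0 changed direction. Scaled by library size alone, the log2 FC at 12 h was 0.0874 for CCNE1, 0.0795 for IKBKB and 0.00377 for IKBKG in A2780cis and 0.0720 for CHUK in A2780, a scaling under which the median of all tested genes was 0.15 in A2780cis and 0.24 in A2780. Without lncRNA and rRNA genes it was 0.0453 for CCNE1 and 0.0291 for IKBKB in A2780cis. The cause of these was not tested. Leave-one-out fits ranged from -0.0989 to 0.0709 for CCNE1 and from -0.112 to 0.00933 for IKBKB in A2780cis, and from -0.0111 to 0.138 for IKBKG in A2780. Among the other results for named genes, 15 were weaker and 4 stronger under the alternatives, and 34 weaker and 2 stronger in leave-one-out fits, while 858 and 633 kept their direction and side of the threshold.

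With a correlation estimated from the data, which widens the test for lists whose genes move together, calls of camera were lost in A2780 for apoptosis (adjusted p = 0.137), spliceosome proteins (0.191), RNA transport (0.134), protein processing in the endoplasmic reticulum (0.167) and aminoacyl-tRNA synthetases (0.0876). In A2780cis they were lost for p53 signaling (0.0876), spliceosome proteins (0.191), RNA transport (0.111), the endoplasmic reticulum (0.167), aminoacyl-tRNA synthetases (0.305), nuclear (0.530) and mitochondrial (0.191) oxidative phosphorylation, cytochrome P450 (0.0876), ribosomal proteins (0.548) and snRNA genes (0.191). Every difference between the lines was lost: p53 signaling (0.187), p53 target genes (0.141), apoptosis (0.0997), aminoacyl-tRNA synthetases (0.211), nuclear (0.187) and mitochondrial (0.141) oxidative phosphorylation, cytochrome P450 (0.141), ribosomal proteins (0.187) and snRNA genes (0.187).

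Without a filter on low counts, snRNA genes lost the threshold in A2780cis (adjusted p = 0.273) and in the interaction (0.265), and nuclear oxidative phosphorylation (0.0295) and ribosomal proteins (0.00284) in A2780 and RNA transport (0.00125) and ribosome biogenesis (0.0161) in the interaction passed it. So did cytochrome P450 (3.08e-04) and snRNA genes (0.0499) in A2780 with fry, ribosomal proteins in A2780 (0.00423) and RNA transport in the interaction (0.0369) with fgsea, and RNA transport in the interaction by library size alone (0.00821) and in leave-one-out fits (from 0.0312 to 0.737). The direction of lists far from the threshold changed: apoptosis in A2780cis by library size alone (adjusted p = 0.780), without lncRNA and rRNA genes (0.622), with fgsea (0.479) and in leave-one-out fits (from 0.733 to 0.975), and in the interaction spliceosome proteins without lncRNA and rRNA genes (0.998), in the fit of the compared samples alone (0.937) and in leave-one-out fits (from 0.233 to 0.923), and the endoplasmic reticulum without lncRNA and rRNA genes (0.998) and in leave-one-out fits (from 0.213 to 0.963). The cause was not tested.

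The fit of the compared samples alone gave no value for SESN3 and TNF in A2780cis and for several genes with few counts, which its filter left out, and the DESeq2 tests do not apply to the lists. The depth limits results for genes at the floor: TNFSF10 and TNF in A2780cis had too few counts for a change to be detected, and the fitted fold changes of many genes with an absolute log2 FC of 2 or more depend on counts near 0.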

Differences from the paper's values

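With an absolute log2 FC of at least 2, 965 genes were called in A2780 at 12 h against the paper's 515, 807 of them up-regulated against the paper's 435. None of the alternatives set before the data were examined closed the gap, the nearest being the shrunken fold changes of DESeq2 (833 and 712). In A2780cis, 1208 were called against the paper's 643, and 966 up-regulated against the paper's 505. The fit of the compared samples alone gave values within 1.5 times of the paper's (935 and 730), and the other alternatives did not. Shared were 456 against the paper's 177. At 6 h, 207 and 364 were called against the paper's 13 and 35, and no alternative closed these gaps. The removal of lncRNA and rRNA genes, chosen after the values were seen, gave 733 and 828 genes at 12 h, 612 and 653 up-regulated, within 1.5 times of the paper's, but 327 shared and 161 and 267 at 6 h, which are not.

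The log2 FC of CDKN1A at 12 h was 2.89 in A2780 against the paper's 2.7, which no alternative closed, and 4.12 in A2780cis against the paper's 4.0, a difference just over the replicate SD. The latter fell within that SD with the size factors of DESeq2 (4.12), without a filter (4.07), in the fit of the compared samples alone (4.12) and with the DESeq2 Wald test (4.11, and 4.08 with shrunken fold changes), and not otherwise. For FOS in A2780cis it was 4.07 at 12 h against the paper's 3.9, closed without a filter (4.02) and with shrunken fold changes of DESeq2 (3.99) alone, and 3.20 at 6 h against the paper's 2.7, closed by the latter alone (3.10). Differences were first set against the standard error of the fit and, after the values had been seen, against the replicate SD, which is used above. By the standard error, CDKN1A at 6 h in A2780 (2.62 against the paper's 2.4), GADD45A at 6 h in A2780cis (2.22 against the paper's 2.0) and FOS at 6 h in A2780 (1.90 against the paper's 1.6) would also differ.

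The paper reports lower expression of snRNAs in both lines, where the tested snRNA genes had a median log2 FC of 0.25 in A2780 and 2.27 in A2780cis. No alternative gave a decrease past the threshold. Of the gene families the paper lists as up-regulated, most members were higher, but CCNE1 was not in A2780cis (-0.01), nor SESN3 in either line past the threshold (0.79 and 1.28), though SESN3 was called in A2780 by library size alone and in the fit of the compared samples alone and in A2780cis without replicate 3 of the controls. GADD45G had no count, and TNFSF10 too few to be tested. Of the genes of the kinase IKK, which the paper lists as up-regulated in A2780, IKBKB was higher, while CHUK (-0.15) and IKBKG (0.09) were not higher past the threshold there under any alternative, and without replicate 1 of the treated cells CHUK passed it with a decrease.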

Other observations

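The tests of the heat shock list and of snRNA genes with a 5S covariate, and the count of other divisions for the snRNA list, were chosen after the results were seen.

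For each comparison, all other divisions of its 6 libraries into groups of 3 were tested. The real division gave the most DEG at 12 h in A2780 (1 of 10 divisions) and A2780cis (1 of 10), at 6 h (1 of 10 and 1 of 10), and with an absolute log2 FC of 2 at 12 h (1 and 1 of 10) and 6 h (1 and 1 of 10), the smallest share that 10 divisions allow. The largest number from another division was 29. Overlaps as large came from 1 of 100 divisions, also with an absolute log2 FC of 2 (1 of 100). The other divisions of a line called at most 1 gene at 12 h, so the overlap adds nothing to the results of the single lines. For the gene lists, 8 of 10 divisions in A2780 and 1 of 10 in A2780cis gave as many past the threshold, the real one included. Every other division still sets 2 treated libraries against 1. It also mixes treated and untreated libraries within its groups, which widens the spread and lowers the number of DEG. For the lists, camera ranks genes whatever the size of the change. These numbers therefore do not measure a rate of false calls.

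The snRNA genes were higher in treated A2780cis cells at 12 h. Unequal carry-over of small structured RNAs into the libraries predicts that their share follows that of other such RNAs within groups and that the difference weakens once this is taken into account. With the 5S rRNA share as a covariate the adjusted p was 0.0739. Because that share is itself higher in each treated than in each untreated library of A2780cis at 12 h, a rise of small RNAs on treatment predicts the same weakening. Within groups the share also rose with that of 7SK (r = 0.929, permutation p = 0.00388, rho = 0.764, permutation p = 0.0139, n = 24, 0.0155 and 0.0483 after Benjamini-Hochberg adjustment, r = 0.866 without the 2 libraries farthest out). In the 12 untreated libraries r was 0.866 (permutation p = 0.0681, 0.380 without those farthest out). In A2780cis 3 of the 10 divisions, the real one included, gave as small a p for the list. The correlations within groups are in line with carry-over as a candidate explanation, the covariate does not decide between it and an effect of treatment on these RNAs, and both stay open.

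After a fall of HSPA8 and DNAJB1 had been seen, a list of 27 heat shock genes was written. It was lower at 12 h in A2780 (median log2 FC -0.90, 24 genes lower, camera adjusted p = 6.88e-15) and A2780cis (-0.79, 24 lower, 2.47e-10), 0.0163 and 0.0324 with an estimated correlation, and not past the threshold at 6 h (0.111 and 0.0794). No other division gave as small a p (1 and 1 of 10 divisions of the libraries, the real one included). The list includes the genes that prompted it, so a lower expression of these genes as a group may be proposed only as a hypothesis.

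If slowed RNA synthesis lowered genes with a long span more, log2 FC would fall with span. Across 11179 genes, which are not independent replicates, the partial Spearman correlation at 12 h given transcript length and GC content was -0.206 in A2780 and -0.312 in A2780cis, at 6 h -0.213 and -0.314, and over time in untreated cells 0.0264 and -0.0288. Without this adjustment the Spearman correlation was -0.221 and -0.417 at 12 h, -0.376 and -0.440 at 6 h, and -0.226 and -0.251 over time in untreated cells. In A2780 at 12 h the contrast with untreated cells therefore rests on the adjustment. The partial values have the sign that the hypothesis predicts, but it rests on the same data and was not tested in another way.

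Genes that rose from at most 3 counts might reflect transcription past the end of an expressed gene upstream. An expressed gene ended within 10 kb upstream on the same strand for 10.1% of them in A2780 and 7.51% of other genes with such counts, a ratio of 1.35 (Fisher's exact test, two-sided, p = 0.330), and for 11.8% and 5.82% in A2780cis, a ratio of 2.03 (p = 9.50e-04, exact test). Genes upstream on the opposite strand are transcribed away from the gene, and for these the ratios were 2.15 and 2.03. Transcription past the end of a gene and an excess of rising genes beside expressed genes in general cannot be told apart by these values, because the ratios on the opposite strand are at least as large and the numbers in A2780 are small, and both stay open.

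Mitochondrial genes took 6.43% of the counts in untreated and 8.63% in treated A2780 cells at 12 h, and 5.22% and 9.36% in A2780cis.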
